# Multi‐omic rejuvenation of naturally aged tissues by a single cycle of transient reprogramming

**DOI:** 10.1111/acel.13578

**Published:** 2022-03-02

**Authors:** Dafni Chondronasiou, Diljeet Gill, Lluc Mosteiro, Rocio G. Urdinguio, Antonio Berenguer‐Llergo, Mònica Aguilera, Sylvere Durand, Fanny Aprahamian, Nitharsshini Nirmalathasan, Maria Abad, Daniel E. Martin‐Herranz, Camille Stephan‐Otto Attolini, Neus Prats, Guido Kroemer, Mario F. Fraga, Wolf Reik, Manuel Serrano

**Keywords:** aging, epigenetic clocks, OSKM, pluripotency, reprogramming, transcriptomic clocks, Yamanaka

## Abstract

The expression of the pluripotency factors OCT4, SOX2, KLF4, and MYC (OSKM) can convert somatic differentiated cells into pluripotent stem cells in a process known as reprogramming. Notably, partial and reversible reprogramming does not change cell identity but can reverse markers of aging in cells, improve the capacity of aged mice to repair tissue injuries, and extend longevity in progeroid mice. However, little is known about the mechanisms involved. Here, we have studied changes in the DNA methylome, transcriptome, and metabolome in naturally aged mice subject to a single period of transient OSKM expression. We found that this is sufficient to reverse DNA methylation changes that occur upon aging in the pancreas, liver, spleen, and blood. Similarly, we observed reversion of transcriptional changes, especially regarding biological processes known to change during aging. Finally, some serum metabolites and biomarkers altered with aging were also restored to young levels upon transient reprogramming. These observations indicate that a single period of OSKM expression can drive epigenetic, transcriptomic, and metabolomic changes toward a younger configuration in multiple tissues and in the serum.

**Abbreviations**
OSKM: Oct4/Sox2/Klf4/Myc
i.p.: intraperitoneal injection
RRBS: reduced representation bisulfite sequencing
DM: differentially methylated
PCA: principal component analyses
DMR: differentially methylated regions
DEGs: differentially expressed genes
MCM: minichromosome maintenance
Nrf2: NFE2 like BZIP transcription factor 2
AST/GOT: aspartate aminotransferase
ALT/GPT: alanine aminotransferase
Hsf4: heat shock transcription factor 4
NETs: neutrophil‐derived extracellular traps

## 1 INTRODUCTION

The simultaneous expression of four specific factors, OCT4, SOX2, KLF4, and MYC (OSKM), also known as “Yamanaka factors,” in adult differentiated cells is able to shut off their transcriptional programs for cell identity, activate the transcription of pluripotency genes, and establish a new identity equivalent to embryonic stem cells (Takahashi & Yamanaka, 2006). This process, generally known as reprogramming, erases molecular and cellular traits of aging acquired by somatic cells throughout their lifespan (Lapasset et al., 2011; Liu et al., 2011; Mahmoudi & Brunet, 2012; Petkovich et al., 2017; Rando & Chang, 2012). Moreover, reprogrammed cells can subsequently differentiate into somatic cells that are now rejuvenated relative to their parental cells (Lapasset et al., 2011; Liu et al., 2011). Among the various molecular changes associated with aging, DNA methylation at specific CpG sites has turned out to be tightly linked to aging and, particularly, to biological aging rather than chronological aging (Field et al., 2018; Horvath & Raj, 2018). Interestingly, examination of aging‐associated DNA methylation has revealed that rejuvenation of this aging trait occurs progressively during reprogramming, being initiated at the early stages of the process and continuing until full reprogramming (Gill et al., 2021; Olova et al., 2019).

The expression of OSKM in mice recapitulates the process of reprogramming (Abad et al., 2013; Mosteiro et al., 2016; Ohnishi et al., 2014). Upon OSKM expression in vivo, a fraction of cells within tissues shut off their cell identity markers and progressively activate the pluripotency program (Abad et al., 2013). The completion of reprogramming in vivo manifests by the formation of teratomas, a tumor overgrowth formed by pluripotent cells differentiating into multiple cell lineages (Abad et al., 2013; Ohnishi et al., 2014). Of note, interruption of the process of reprogramming at its early stages is fully reversible and does not result in a detectable risk of teratoma. Remarkably, cycles of short OSKM expression followed by recovery result in rejuvenation, both in vivo and in vitro (Ocampo et al., 2016; Sarkar et al., 2020). Rejuvenation by multiple cycles of OSKM has been demonstrated at various levels. In cells, there is a reduction in aging‐associated DNA damage and epigenetic changes, including DNA methylation at specific CpG sites (Gill et al., 2021; Ocampo et al., 2016; Sarkar et al., 2020). In mice, cycles of OSKM in adult individuals improve their capacity to respond to tissue injury (Chen et al., 2021; Ocampo et al., 2016). Also, viral transduction of OSK in the retina of old mice has been shown to reduce aging‐associated DNA methylation and to improve vision (Lu et al., 2020). Finally, cycles of OSKM in progeric mice with constitutive DNA damage extend significantly their lifespan (Ocampo et al., 2016).

Here, we perform a multi‐omic and multi‐tissue analysis of naturally aged mice exposed to a single cycle of transient OSKM expression. By studying the effects of a single cycle of OSKM, we aim to capture the more direct effects of transient reprogramming. We also examine, not only DNA methylation changes associated with aging, but also transcriptomic and serum metabolites. Finally, we observe in vivo rejuvenation in the pancreas where OSKM is highly expressed, but, interestingly, also in liver, spleen, and peripheral blood where OSKM is weakly expressed.

## 2 RESULTS

### 2.1 OSKM promotes epigenetic rejuvenation in pancreas

To induce transient in vivo reprogramming, we used a previously reported strain of mice in which the expression of OCT4, SOX2, KLF4, and MYC (OSKM) can be temporarily induced by doxycycline supplementation in the drinking water (Abad et al., 2013; Mosteiro et al., 2016). In these mice, the pancreas is the most susceptible tissue to undergo reprogramming, followed by the intestine and stomach (Abad et al., 2013). Reprogrammed tissues present focal areas of dysplasia in which the tissue alters its normal architecture and cells lose differentiation markers (Abad et al., 2013). At a more advanced stage, tissues present compact areas of undifferentiated cells expressing pluripotency markers, such as NANOG (Abad et al., 2013). To evaluate the effects of OSKM activation in old mice, we treated 55 weeks old reprogrammable mice for one week with a low dose of doxycycline (0.2 mg/ml). The age of 55 weeks was chosen in an effort to detect age‐related differences caused by functional decline, rather than to alterations in cell composition that often occur at older ages; and the specific conditions for the treatment with doxycycline were chosen to avoid the formation of teratomas according to our previous experience (Abad et al., 2013). Upon OSKM induction for 1 week, we observed clear histological changes in the pancreas (Figure S1a). This treatment, however, was not sufficient to achieve pluripotency, as judged by minimal or undetectable expression of pluripotency markers *Nanog*, *Oct4* (endogenous), and *Tfe3* in pancreas (Figure S1b,c). Of note, the detection of pluripotency markers in pancreas required two weeks of OSKM expression (Figure S1b). Importantly, the histological changes observed in the pancreas after one week of OSKM induction were reversed two weeks after removal of doxycycline (Figure S1a). Therefore, one week of OSKM expression allows for transient and reversible changes in the histology of the pancreas without achieving pluripotency. It is important to mention that while pancreas, intestine, and stomach manifest histological changes during OSKM expression, other tissues, like liver or spleen, do not present observable histological changes except for signs of extramedullary hematopoiesis in the spleen (Figure S1a). It is also worth mentioning that the OSKM cassette is not homogeneously expressed in all cell types. For example, acinar cells of the pancreas rapidly and broadly express SOX2, 24h after i.p. injection of doxycycline, as detected by immunohistochemistry; however, this was not the case of other cell types of the pancreas, including most endocrine cells (Figure S1d).

Changes in the epigenome, and particularly DNA methylation, are robustly linked to aging (Field et al., 2018; Horvath, 2013; Horvath & Raj, 2018; Stubbs et al., 2017). To address the impact of transient OSKM expression on epigenetic aging in vivo, we used *MspI*‐based Reduced Representation Bisulfite Sequencing (RRBS) (Meissner et al., 2005). We performed this analysis on genomic DNA from pancreata of reprogrammable mice at the age of 55 weeks that had been treated as described above, referred to as “old‐OSKM” group (*n* = 5). As control groups (*n* = 5 per group), we used reprogrammable mice of 55 weeks of age (“old” group) and of 13 weeks (“young” group) without treatment with doxycycline (Figure S1e). Of all the methylation sites probed by RRBS, we focused on those located at regulatory elements, particularly promoters and enhancers. In total, we identified 11.272 promoters, which represent about 35% of the active promoters in pancreas (Shibata et al., 2018; Yue et al., 2014), defined as H3K27ac‐rich regions around transcription start sites; similarly, we identified 5.737 enhancers, defined as non‐promoter H3K27ac‐rich regions (Shibata et al., 2018; Yue et al., 2014), which represent about 42% of the active enhancers in pancreas. By comparing old and young groups, we identified a list of differentially methylated (DM) promoters (Figure S1f). Focusing on these aging‐DM promoters, we performed principal component analyses (PCA) that clearly segregated young from old mice. Interestingly, the methylation profile of old‐OSKM mice was placed by PCA between the young and old groups, revealing partial epigenetic rejuvenation of aging‐sensitive promoters (Figure 1a). Furthermore, we divided these aging‐DM promoters into two groups depending on their age‐associated gain or loss of methylation, respectively. This yielded a subset of promoters that are hypermethylated with aging and demethylated by OSKM (19 out of 51 in total, 37%), and a subset of promoters that are hypomethylated with aging and remethylated by OSKM (17 out of 42 in total, 40%) (Figure 1b, Figure S1g‐h, Table S1). As a notable example, the *Hnf1a* promoter, a key transcription factor for the development of the pancreas (Lau et al., 2018), was among the promoters hypermethylated with aging and OSKM induced a trend of partial demethylation (Figure 1b).

**FIGURE 1:**
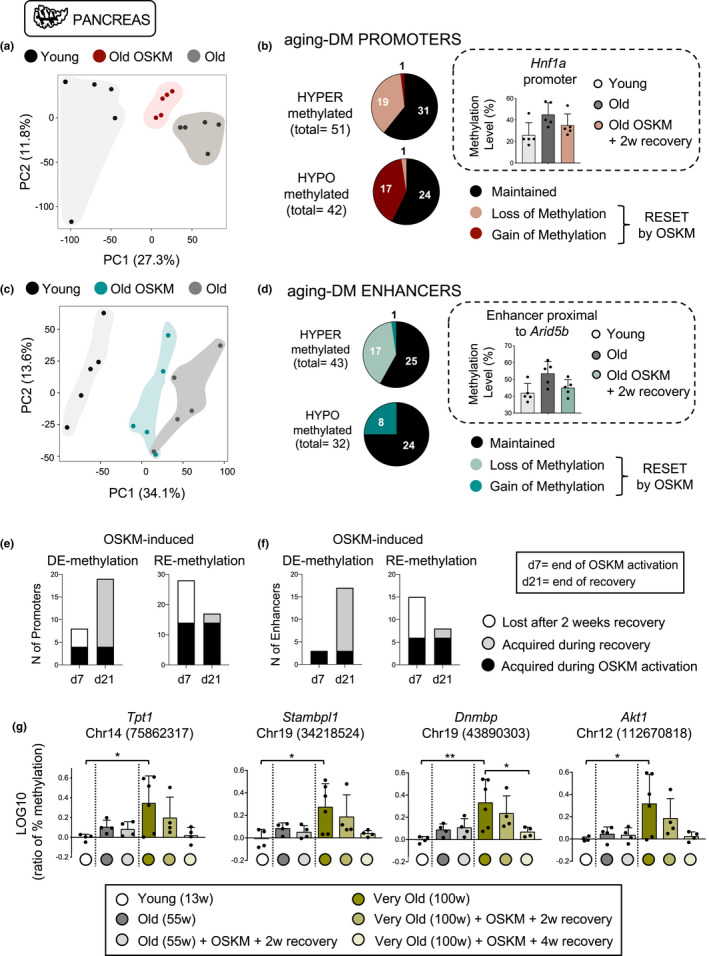
Transient OSKM reprogramming partially rejuvenates the methylation profile of old pancreas. (a) Principal component analysis (PCA) of aging‐related differentially methylated (DM) promoters of young (13 weeks, *n* = 5), old (55 weeks, *n* = 5), and old‐OSKM (55 weeks, *n* = 5) pancreas. (b) DM promoters were divided into hyper‐ and hypomethylated during aging, and shown is the number of these promoters that alters their methylation profile due to transient OSKM activation. *Hnf1a* promoter is a representative example of an age‐associated hypermethylated promoter that becomes demethylated in old‐OSKM pancreas. (c) PCA of aging‐associated DM enhancers of young, old, and old‐OSKM pancreas. (d) DM enhancers were classified into hyper‐ and hypomethylated during aging, and shown is the subset of these enhancers that alters their methylation profile due to transient OSKM activation. *Arid5b* enhancer is a representative example of an age‐related hypermethylated enhancer that becomes demethylated in old‐OSKM pancreas. (e) The methylation status of aging‐hypermethylated or hypomethylated promoters and (f) enhancers that were found to be OSKM‐demethylated or remethylated, respectively, was evaluated immediately after OSKM cessation (day 7) or after 14 days of recovery (day 21). (g) Methylation levels measured by bisulfite pyrosequencing of four CpGs, located in regions hypermethylated with aging in the pancreas (*n* = 4 to 6). Bars in b, d, and g represent the standard deviation (SD) of the data. Statistical significance was evaluated using one‐way ANOVA with Tukey's multiple comparison method, and comparisons are indicated as *p < 0.05 and **p < 0.01

Similarly, we generated a list of differentially methylated enhancers by comparing the methylation levels of young versus old pancreata (Figure S1i). As before, PCA analysis showed that aging‐DM enhancers in OSKM mice were distinct from old mice and displaced toward the young group (Figure 1c). We then separated those enhancers that are hypermethylated with aging and demethylated by OSKM (17 out of 43 in total), and those enhancers hypomethylated with aging and remethylated by OSKM (8 out of 32 in total) (Figure 1d, Figure S1j‐k, Table S2). For example, DM enhancer at Chr10: 68231400–68232600 showed a trend to be demethylated after OSKM activation (Figure 1d). Among the potential target genes in proximity to this enhancer, it is *Arid5b* that encodes a pro‐inflammatory RNA‐binding protein induced by NF‐κB (Nyati et al., 2020).

We wondered to what extent the observed changes in methylation occurred during the period of OSKM expression (1 week) or during the post‐recovery period (2 weeks). For this, we analyzed the aging‐DM regions in a group of 55 weeks old reprogrammable mice at the end of OSKM expression (d7) and compared it with the same regions after recovery (d21). We observed that the majority of OSKM‐induced demethylation in the pancreas happened after turning off OSKM expression, that is, during the 2 weeks of recovery period. In contrast, remethylation events were already present at d7 and half of them were preserved during recovery, while the other half were lost (Figure 1e,f).

To confirm the effects of OSKM on methylation with a different technique, individual CpG sites were selected among the above‐identified DM regions for validation by bisulfite pyrosequencing. For this validation, we used very old mice (around 100 weeks): wild‐type mice treated with doxycycline (“very old,” *n* = 6), and reprogrammable mice treated with doxycycline for one week followed by two weeks of recovery (“very old‐OSKM+2w,” *n* = 4) or four weeks of recovery (“very old‐OSKM+4w,” *n* = 4) (Figure S1e). We selected those individual CpGs within the RRBS with the highest methylation changes with aging and optimal sequence context for pyrosequencing (Table S3). We tested a total of eleven CpGs. Among them, nine CpGs were expected to gain methylation with aging (Figure 1g, Figure S1l,m). Out of them, eight showed the expected increase in methylation with aging, specifically, those near genes *Tpt1* (2 close CpGs), *Stambpl1*, *Dnmbp* (2 consecutive CpGs), *Akt1*, *Gm12339*, and *Gm17678*. Interestingly, all eight regions presented reduced methylation in very old‐OSKM mice treated with doxycycline, in some cases becoming indistinguishable from young mice (Figure 1g, Figure S1l). Of note, reversion of methylation was consistently more profound after 4 weeks of recovery than after 2 weeks of recovery. This, together with the RRBS data above (Figure 1e,f), is another indication that the recovery period is important for the demethylation of aging‐DMRs. We also tested two aging‐hypomethylated CpGs (*1700011F14Rik* and *Ptprj*) and pyrosequencing confirmed that both were hypomethylated with aging. However, we could not detect remethylation in these two positions after transient OSKM activation (Figure S1n).

In summary, RRBS analysis has revealed a total of 93 promoters and 75 enhancers in which methylation changes with aging, and out of them a total of 61 (36%) were reversed toward a younger state by OSKM expression in old mice (Figure 1b,d). Using a separate cohort of old mice and a different technique (pyrosequencing), we confirmed rejuvenation in 8 out of 11 tested regions that showed aging‐dependent methylation changes. We conclude that a single period of OSKM expression is able to rejuvenate a fraction of the methylation changes that occur with aging in promoters and enhancers.

### 2.2 Transcriptional rejuvenation of the pancreas

To analyze the effects of aging and OSKM at the transcriptional level, we performed RNAseq of the pancreata of young (13 weeks, *n* = 4), old (55 weeks, *n* = 5), and old‐OSKM (55 weeks, 1 cycle of OSKM followed by 2 weeks of recovery, *n* = 4) (Figure S1e). 

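The old-OSKM mice carried a doxycycline-inducible cassette of Oct4, Sox2, Klf4 and Myc and received doxycycline for 1 week before the 2 weeks of recovery. The paper gives their age as 55 weeks. The sample labels give 58 weeks, made up of 55 weeks, 1 week of treatment and 2 weeks of recovery. The untreated old mice were 55 weeks old in both. Each mouse gave one library of rRNA-depleted pancreas RNA, sequenced with paired ends. The authors estimated the RPKM (reads per length of transcript and per total of mapped reads) of each isoform with the R package Casper, summed them per Entrez gene, took log2 and applied quantile normalization. The deposited table of these log2 values holds 23366 genes in 13 mice, and 23273 of the genes have a symbol in the mm10 annotation. The sorted values of the 13 mice differed by at most 0.0116, so that normalization is already in them. The paper's a priori correction by the total number of reads is not in them, and the table gives no read totals. The methods state one general number of reads per sample, so how the depth differed between mice, and the counts behind each value, are unknown. The 3 groups were fitted together, gene by gene, with limma, and the differences below are two-sided contrasts of the group means on the log2 scale. A gene was called at a fold change over 1.5 and a raw p under 0.01, the definition in the legend of Figure 2, and Benjamini-Hochberg adjusted p-values were taken over all 23366 genes. The mice were females, and 4 genes of the Y chromosome had values from -4.97 to -3.61. The value that an undetected transcript takes differs between genes in this table, so these 4 genes set no common limit. In 4598 genes the 5 old mice had a mean log2 value below -1 and lay within 0.1 of each other, and values as constant as these measure no difference between mice.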

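Between the 5 old and the 4 young mice, 207 genes passed both thresholds, 105 of them higher and 102 lower in old mice. After Benjamini-Hochberg adjustment over all genes, 19 genes remained under 0.05, 14 higher and 5 lower. Of all genes tested, 1290 had a raw p under 0.05, where 1168 would be expected if no gene differed. The values of old and young mice did not overlap in 134 of the 207 genes (64.7%), against 2.71% of all genes and 1.59% by chance. The 207 genes were chosen for their difference between these same mice, so a high share among them follows from the choice. Most of the 207 genes were weakly expressed, since 15.5% of them had a mean log2 value above 0, compared with 36% of all genes. In 11 of the 207, the group with the lower mean was at a mean below -1 with all its mice within 0.1 of each other, and the difference of such a gene is not a measured fold. With a pseudocount of 1 added to the RPKM before log2, 16 genes passed, the alternative that moved the count most. All 19 genes labelled in Figure 2b were among the 207. Of the genes that the paper names, 49 are in the table, and 19 of these had a p under 0.05 adjusted over the list alone, compared with 4 adjusted over all genes tested; the paper chose the labelled genes on these same mice, so the first count is not independent evidence. The labelled gene with the smallest p was 1810007D17Rik (Entrez 69055), which lies on chromosome 19 of mm10 from 58606329 to 58629753. Its log2 RPKM was 4.39 ± 0.10 (SD, n = 5) in old and 2.60 ± 0.26 (SD, n = 4) in young mice, a log2 difference of 1.79 (standard error 0.14, adjusted p = 0.00056 from limma). Igf2bp2 (Entrez 319765, chromosome 16 from 22059009 to 22163299) changed in the other direction, from -1.78 ± 0.21 (SD, n = 4) in young to -3.42 ± 0.18 (SD, n = 5) in old mice, a log2 difference of -1.64 (standard error 0.18, adjusted p = 0.0052 from limma). Of its old values, 4 lay between -3.37 and -3.33 and the other at -3.74, so the low level may not be measured expression. Among the other labelled genes, the differences ran from 1.50 for Snhg11 to 2.35 for Jchain in those higher in old mice, and from -2.18 for H19 to -1.15 for Cdo1 in those lower.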

By comparing the transcriptome of old versus young samples, we identified a list of significantly differentially expressed genes (aging‐DEGs, *n* = 217) (Table S4). 

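A principal component analysis of the 207 genes, centred and not scaled, put 56.1% of the variance on the first component and 9.84% on the second. When the old mean is set to 0% and the young mean to 100% on the first component, the highest of the 5 old mice lay at 5.48% and the lowest of the 4 young mice at 87.9%. The spread within groups was 4.36 percentage points (SD, n = 5) in old and 10.7 (SD, n = 4) in young mice. These genes were chosen for their difference between the same old and young mice, so a separation of both groups on this component follows from the choice of genes.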

PCA analysis of these aging‐associated DEGs clearly separated old and young samples as expected. Remarkably, PCA placed old‐OSKM profiles between old and young ones, suggesting that transient OSKM activation partially restores aging‐related transcriptomic changes (Figure 2a). 

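On the first component the 4 old-OSKM mice lay at 34.3% ± 6.05 (SD, n = 4) of the way from old to young, from 28.3% for the lowest to 42% for the highest. Of the 207 genes, 182 (87.9%) differed between old-OSKM and old mice in the direction opposite to the age difference. The share was 88.6% among genes higher in old mice and 87.3% among genes lower in old mice. The 4 old-OSKM mice taken singly gave 76.3% to 82.6%. The median gene recovered 45% of its age difference, as much as in 1 of 100 groupings of the old and old-OSKM mice, the actual one, while the others averaged 26.6%. Both comparisons use the same old mice, so a gene whose old mice are high by chance counts as raised with age and also as lowered by OSKM. In 100 simulations with no gene changed by age or OSKM, the share was 89.2% on average (76.1% to 97.6%) and the recovery 45.1%, for 86.9 genes on average. Every gene called there is a chance call, so the effect of the shared old mice is at its largest. With the observed age differences and no change by OSKM, the share was 71.8% and the recovery 16.3%, for 673 genes on average. Neither simulation gives the level for the 207 genes. With the 9 old and old-OSKM mice regrouped at random 100 times, the actual groups included, 2 groupings gave a share as large as the actual one, and the others averaged 78.6%. The genes were therefore also chosen with 3 of the old mice and the OSKM difference measured against the other 2, over all 10 ways of choosing them. The share was then 67.2% on average (60.2% to 73.8%), and 19% of the age difference was recovered. The same procedure on regrouped mice gave 50.2% on average, from 39.5% to 64.6%, and none of the regroupings was as high as the actual groups. Among the 19 genes with an adjusted p under 0.05, 17 moved back (89.5%), and their median recovery was 20.4%. For the 19 genes of smallest p in regrouped mice, 5 of 100 groupings gave as large a share and 5 as large a recovery, with averages of 66.2% and 7.24% in the others. Cobl (Entrez 12808, chromosome 11 of mm10 from 12236676 to 12465022), singled out after its values were seen, had a log2 RPKM of 0.36 ± 0.16 (SD, n = 4) in young, 1.94 ± 0.24 (SD, n = 5) in old and 1.81 ± 0.22 (SD, n = 4) in old-OSKM mice. From the place of the old-OSKM profiles between old and young ones, the paper proposes that transient OSKM activation restores part of the transcriptomic changes of aging.

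**Figure D1:**
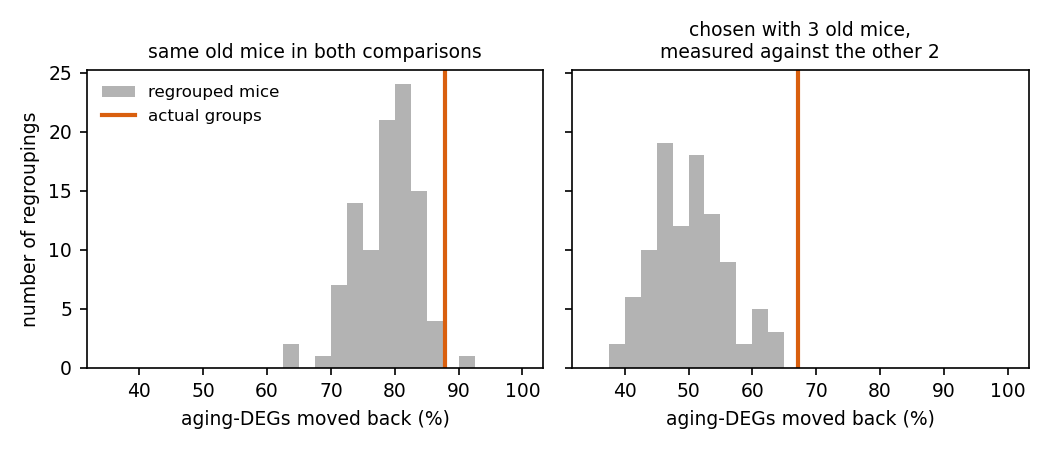
Share of aging-DEGs that differ between old-OSKM and old mice in the direction opposite to age, for the actual groups (line) and for random regroupings of the old and old-OSKM mice (bars, number of regroupings). On the left the same old mice serve in both comparisons and the line is at 87.9%, and on the right the genes were chosen with 3 old mice and measured against the other 2 and the line is at 67.2%.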

To visualize the behavior of individual genes, we plotted the aging‐DEGs and we colored those genes that were affected by OSKM. 

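OSKM raised 136 genes and lowered 40 in old mice at the same thresholds, 176 in all. With the per-sample covariate that underlies Table S4 in the model, an alternative chosen after the data were seen, it raised 84 and lowered 68. The excess of raised genes therefore depends on that correction. Without the covariate, fits that each left out one mouse called from 94 genes (without old-OSKM mouse JCX1025) to 338 (without JCX1027). In all mice without the covariate, the adjusted p was under 0.05 for 1 gene, and 1885 genes had a raw p under 0.05. That gene, Hoxd9 (Entrez 15438, chromosome 2 of mm10 from 74697763 to 74700208), was chosen after its values were seen. Its log2 RPKM was -3.83 ± 0.02 (SD, n = 5) in old, -2.88 ± 0.28 (SD, n = 4) in old-OSKM and -3.14 ± 0.03 (SD, n = 4) in young mice. The 5 old values spanned 0.0531 and the 4 young ones 0.0716, too little for a measured spread, so the low levels may not be measured expression. The log2 difference between old-OSKM and old mice was 0.95 (standard error 0.10, adjusted p = 0.024 from limma). Of the 136 genes raised by OSKM, 15 had a mean below -1 in old mice with all 5 values within 0.1 of each other. Of the same 136 genes, 120 (88.2%) were lower in old than in young mice. With the old and old-OSKM mice regrouped, 25 of 100 groupings, the actual one included, gave a share as large, and the others averaged 84%, since the old mice enter both comparisons. Within the aging-DEGs, 52 were raised by OSKM at a raw p under 0.05, and 51 of these were lower with age (98.1%). In regrouped mice 13.2 aging-DEGs were raised on average, and 1 of 100 groupings, the actual one, gave as many as 52, but 34 of 100 gave as large a share lower with age, with an average of 90.6% in the others, so the share is within what regrouped mice give. Popdc2 (Entrez 64082) fell from -2.27 ± 0.43 (SD, n = 4) in young to -3.52 ± 0.02 (SD, n = 5) in old mice and was at -2.31 ± 0.36 (SD, n = 4) in old-OSKM mice, a log2 difference of 1.21 from old mice (adjusted p = 0.489 from limma). Its old values also spanned only 0.0515. H19 (Entrez 14955), the labelled gene with the largest decrease with age, differed by 0.02 between old-OSKM and old mice (adjusted p = 0.986 from limma).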

Interestingly, the large majority of genes upregulated by OSKM in old mice (pink dots) corresponded to genes with reduced expression upon aging (Figure 2b, Figure S2a). Conversely, those genes downregulated by OSKM in old mice (blue dots) were genes with upregulated expression upon aging (Figure 2b, Figure S2a). 

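Among the 40 genes lowered by OSKM, 38 (95%) were higher in old than in young mice, a share that 27 of 100 groupings of the old and old-OSKM mice reached, with an average of 90.5% in the others. Within the aging-DEGs, 31 were lowered by OSKM at a raw p under 0.05, and 30 of these were higher with age (96.8%). Of 100 groupings, 24 gave as many such genes and 63 as large a share. With the covariate of Table S4 in the model, chosen after the data were seen, 39 of the 217 aging-DEGs were raised and 51 lowered. The excess of raised over lowered genes among the aging-DEGs therefore also depends on that correction. Over all genes, Pearson's r between the log2 difference by age and that by OSKM was -0.439. A correlation as strong was found in 33 of 100 groupings, and simulations with no gene changed averaged -0.445. Simulations with the observed age differences and no change by OSKM averaged -0.3. Over the aging-DEGs r was -0.723, and 1 of 100 groupings, the actual one, was as strong. These are correlations across genes, which are not independent replicates, and the old mice enter both differences with opposite sign. Tmem28 (Entrez 620592) was at -3.07 ± 0.41 (SD, n = 4) in young, -1.20 ± 0.21 (SD, n = 5) in old and -1.81 ± 0.60 (SD, n = 4) in old-OSKM mice. Of the 19 genes labelled in Figure 2b, 18 moved back. These genes were chosen on the same mice and the old mice enter both differences, so the number is not independent evidence. H19 counts among these on a log2 difference of 0.02, which became -0.39 with the covariate of Table S4, chosen after the data were seen, and was negative in 5 of the 13 fits that each left out one mouse. The exception was Jchain (Entrez 16069), a transcript of plasma cells, which was at -1.17 ± 1.57 (SD, n = 4) in young, 1.18 ± 0.89 (SD, n = 5) in old and 1.87 ± 0.81 (SD, n = 4) in old-OSKM mice.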

Looking then at the whole transcriptome, we first interrogated gene‐sets well‐established to change with aging, such as mTOR (López‐Otin et al., 2013) and DNA replication (Dumit et al., 2014). 

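Gene-set scores were computed with the scoring of the paper's methods, but from the deposited values, which lack its correction by the total number of reads. Each score was the average over the set of gene-wise z-scores across the 13 mice. It was corrected for the score of all genes in a linear model that included the group. Members of 13 gene sets were listed by hand in advance, since the gene-set collections used by the paper were not used here, so they need not match the paper's sets gene by gene. Old and young mice were compared with a two-sided exact permutation test of the difference of means, and p-values were adjusted with the Benjamini-Hochberg method over 26 tests, 13 sets in 2 comparisons. The smallest p that 5 mice against 4 allow is 0.0079, and the lowest adjusted p was 0.041. The score of the 53 mTOR genes was -0.0961 ± 0.116 (SD, n = 4) in young and 0.189 ± 0.0886 (SD, n = 5) in old mice, a difference of 0.286 (exact permutation test, p = 0.016, adjusted p = 0.052), and all 5 old mice were above all 4 young mice. The members with the smallest raw p were Prkaa2 (Entrez 108079), with a log2 difference of 0.23, and Braf (Entrez 109880), with 0.18. The score of the 35 DNA replication genes was 0.0312 ± 0.189 (SD, n = 4) in young and -0.369 ± 0.138 (SD, n = 5) in old mice, a difference of -0.4 with the same p-values, and 26 of the 35 genes were lower in old mice. With each mouse left out in turn, this difference stayed between -0.463 and -0.31, and the exact permutation p passed 0.05 only without old-OSKM mouse JCX1011, at 0.071, where the z-scores are taken over the remaining mice.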

As expected, the mTOR signaling gene‐set was upregulated in old versus young control mice (Figure 2c), whereas the DNA replication gene‐set was downregulated (Figure 2d). 

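In old-OSKM mice the mTOR score was -0.141 ± 0.118 (SD, n = 4), a difference of -0.33 from old mice (two-sided exact permutation test, p = 0.0079, adjusted p = 0.041), and all 4 mice lay on the young side of the old mean. The difference between old-OSKM and young mice was -0.0447 (exact permutation test, p = 0.54). The DNA replication score was 0.43 ± 0.802 (SD, n = 4) in old-OSKM mice, a difference of 0.799 from old mice (exact permutation test, p = 0.048, adjusted p = 0.095). The spread between the 4 old-OSKM mice was as large as this difference, and 9 of the 13 fits that each left out one mouse gave a p of 0.05 or more. Against young mice the difference was 0.399 (exact permutation test, p = 0.51).

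**Figure D2:**
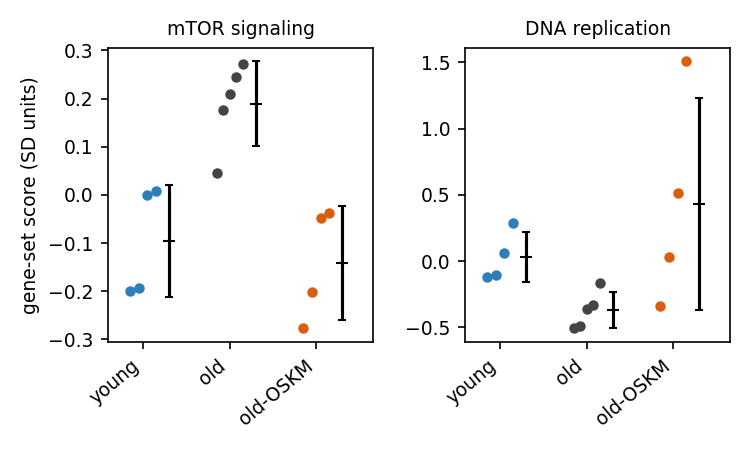
Gene-set scores of each mouse (points) for mTOR signaling and DNA replication, in SD units of the gene-wise z-scores, with the mean and SD of each group (bars). The old-OSKM means of -0.141 and 0.43 lie on the young side of the old means of 0.189 and -0.369.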

Notably, old‐OSKM samples behaved like young samples when compared to untreated old control mice (Figure 2c‐d, Table S5). To better analyze the behavior of gene‐sets across the three groups of samples, we performed a pattern analysis based on a Normal‐Normal hierarchical model (gaga) (Rossell, 2009) to identify those gene‐sets that (i) change significantly between young and old samples, and (ii) are similarly expressed in young and old‐OSKM samples. This analysis identified a total of 179 gene‐sets rejuvenated by OSKM (see pattern 1 in Table S6). When the same analysis was performed after randomizing the samples (i.e., samples were randomly assigned to the three experimental groups: young, old, and old‐OSKM), only 44 gene‐sets were found (see pattern 1 in Table S7). 

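The pattern analysis with gaga was not repeated here, since it also needs the gene-set collections. At the level of single genes, 158 genes passed the fold change and raw p thresholds of the aging-DEGs when old mice were compared with young and old-OSKM mice pooled. When the 13 mice were assigned to the 3 groups at random, the median was 61 genes and the range 30 to 168. For young mice against both other groups pooled the number was 152, with a median of 67 and a range of 19 to 421 under random assignment. For old-OSKM mice against the others it was 129, with a median of 58 and a range of 19 to 461. Of 100 random assignments, 2 gave as many genes with old mice apart, 6 with young mice apart and 7 with old-OSKM mice apart. The last 2 numbers are therefore within what random assignment gives.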

More importantly, the gene‐sets rejuvenated by OSKM included important aging‐related processes, such as mTOR upregulation, insulin increase, reduction of NADPH and pyrimidine synthesis, and decline of mitochondrial processes, such as fatty acid oxidation, tricarboxylic acid cycle, and oxidative phosphorylation (Brink et al., 2009; Fontana et al., 2010; López‐Otin et al., 2013) (Figure 2e, Figure S2b‐f). 

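Of the sets listed here, the 134 insulin signaling genes scored -0.0573 ± 0.0884 (SD, n = 4) in young and 0.0893 ± 0.0628 (SD, n = 5) in old mice, a difference of 0.147 (two-sided exact permutation test, p = 0.024, adjusted p = 0.062), and 6 of the 13 fits that each left out one mouse gave a p of 0.05 or more. Pygl (Entrez 110095), a member of that set, had a log2 difference of -0.93 between old and young mice. The 99 pyrimidine metabolism genes went from 0.0551 ± 0.058 (SD, n = 4) to -0.121 ± 0.0829 (SD, n = 5), a difference of -0.176 (exact permutation test, p = 0.016, adjusted p = 0.052), and in their member Dhodh (Entrez 56749) the log2 difference was -0.32. The other 4 sets were lower in old mice by less than the test could separate. The difference was -0.289 for the 47 fatty acid oxidation genes (exact permutation test, p = 0.19), -0.0836 for the 17 NADPH regeneration genes (exact permutation test, p = 0.48), -0.0718 for the 31 genes of the tricarboxylic acid cycle (exact permutation test, p = 0.64) and -0.0282 for the 78 oxidative phosphorylation genes (exact permutation test, p = 0.9). Their adjusted p-values were 0.28, 0.6, 0.7 and 0.9. The fatty acid oxidation genes with the smallest raw p went in opposite directions, Bdh2 (Entrez 69772) with a log2 difference of 2.30 and Acaa2 (Entrez 52538) with -0.28. With the per-sample covariate that underlies the paper's Table S4 in the model, an alternative chosen after the data were seen, these 4 differences became -0.496 (exact permutation test, p = 0.048), -0.465 (p = 0.016), -0.362 (p = 0.024) and -0.402 (p = 0.04), with p-values not adjusted for the number of sets.

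**Figure D3:**
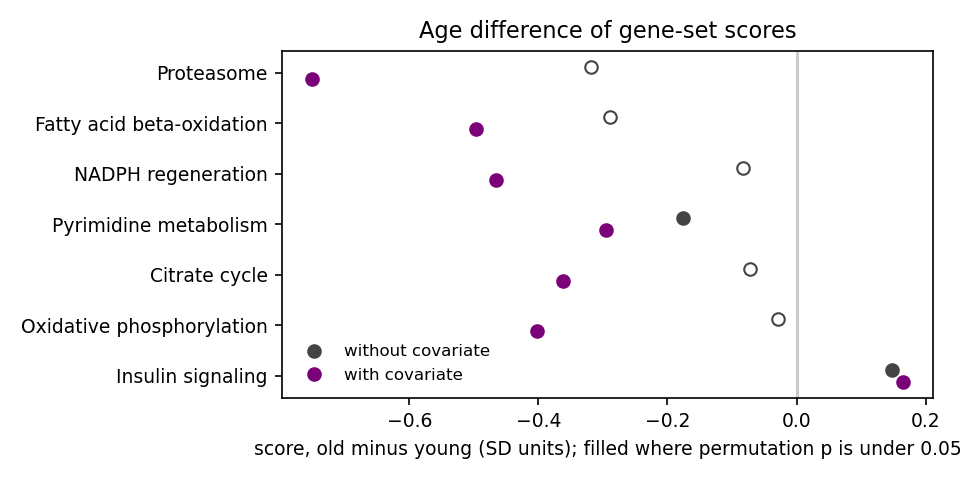
Difference of gene-set scores between old and young mice in SD units, without the per-sample covariate and with it, filled where the exact permutation p is under 0.05. Fatty acid oxidation, NADPH regeneration, the citrate cycle and oxidative phosphorylation lie further below 0 with the covariate than without it.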

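Between old-OSKM and old mice the insulin signaling score differed by -0.144 (two-sided exact permutation test, p = 0.024, adjusted p = 0.062), with all 4 old-OSKM mice on the young side of the old mean, and Pygl differed by 1.02 on the log2 scale. Of the 13 fits that each left out one mouse, 5 gave an insulin signaling p of 0.05 or more. Pyrimidine metabolism scored 0.096 ± 0.26 (SD, n = 4) in old-OSKM mice, 0.217 above old mice (exact permutation test, p = 0.17, adjusted p = 0.25). The remaining differences were all positive. They were 0.335 for fatty acid oxidation, 0.285 for NADPH regeneration, 0.224 for the tricarboxylic acid cycle and 0.138 for oxidative phosphorylation, with exact permutation p-values of 0.23, 0.62, 0.52 and 0.79. Their spread between the 4 old-OSKM mice was larger than the differences, with SDs of 0.437, 0.849, 0.609 and 0.792. Without the correction for the score of all genes, these 4 differences and that of pyrimidine metabolism were negative, from -0.0897 for fatty acid oxidation to -0.536 for oxidative phosphorylation. In each of these sets old-OSKM mouse JCX1011 had the lowest uncorrected score of all mice. For oxidative phosphorylation it was at -2.42, and the other old-OSKM mice were at 0.12, 0.366 and 0.493. The negative sign therefore rests largely on that mouse.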

All these gene‐set alterations were ameliorated in old‐OSKM mice (Figure 2e, Figure S2b‐f). DNA replication and repair are known to be reduced with aging (Gorbunova et al., 2007; Moskalev et al., 2013). We observed that gene‐sets related to the minichromosome maintenance (MCM) helicase, the DNA replication machinery, mismatch repair, and base excision repair, were all reduced in our old mice and upregulated to young levels in old‐OSKM mice (Figure 2f, Figure S2g‐h). 

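The score of 11 genes of the MCM complex was 0.0893 ± 0.547 (SD, n = 4) in young, -0.651 ± 0.243 (SD, n = 5) in old and 0.724 ± 0.706 (SD, n = 4) in old-OSKM mice. It differed by -0.74 between old and young mice (two-sided exact permutation test, p = 0.032, adjusted p = 0.069) and by 1.37 between old-OSKM and old mice (exact permutation test, p = 0.0079, adjusted p = 0.041). Mcm6 (Entrez 17219) had a log2 difference of -0.62 with age and 0.72 with OSKM, and Mcm5 (Entrez 17218) of -0.74 and 1.02. The 22 mismatch repair genes scored -0.0634 ± 0.182 (SD, n = 4) in young, -0.29 ± 0.0723 (SD, n = 5) in old and 0.426 ± 0.597 (SD, n = 4) in old-OSKM mice. Their difference was -0.226 with age (exact permutation test, p = 0.032) and 0.715 with OSKM (exact permutation test, p = 0.0079), with the adjusted p-values of the MCM complex. For the age difference of both sets, 9 of the 13 fits that each left out one mouse gave a p of 0.05 or more, and for mismatch repair with OSKM 4 of the 13 did. The 33 base excision repair genes differed by -0.23 with age (exact permutation test, p = 0.16, adjusted p = 0.25). The spread was 0.236 (SD, n = 4) in young and 0.188 (SD, n = 5) in old mice. With OSKM these genes differed by 0.359 (exact permutation test, p = 0.15, adjusted p = 0.25), within the spread of 0.388 (SD, n = 4) between old-OSKM mice. Mutyh (Entrez 70603), one of these genes, had log2 differences of -0.69 and 1.08.

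**Figure D4:**
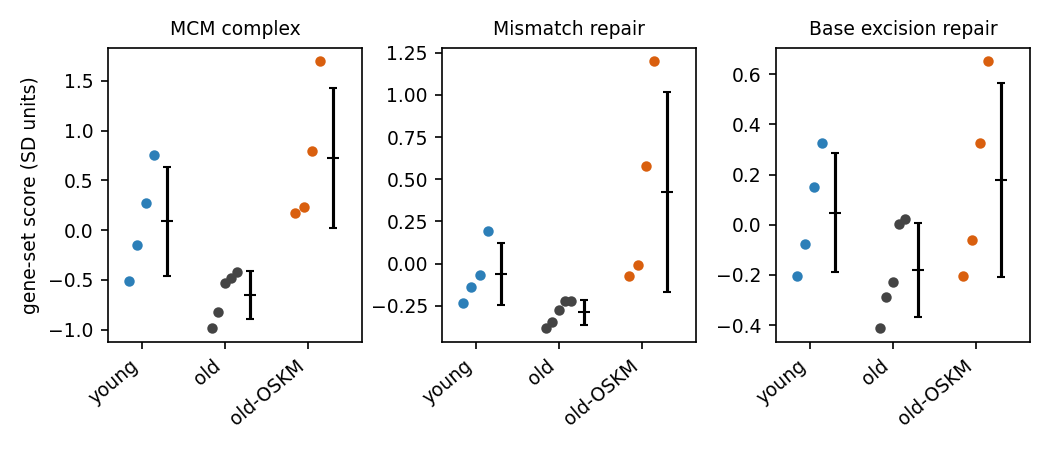
Gene-set scores of each mouse (points) for the MCM complex, mismatch repair and base excision repair, in SD units of the gene-wise z-scores, with the mean and SD of each group (bars). In the first set the old-OSKM mean is 0.724 and the old mean -0.651, and in base excision repair the groups overlap.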

Another important feature of aging is impaired protein homeostasis (Powers et al., 2009). Again, this process was improved in old‐OSKM mice (Figure 2g, Figure S2i). 

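The score of 46 proteasome genes was 0.0981 ± 0.283 (SD, n = 4) in young, -0.221 ± 0.175 (SD, n = 5) in old and 0.179 ± 0.983 (SD, n = 4) in old-OSKM mice. The difference was -0.319 between old and young mice (two-sided exact permutation test, p = 0.087, adjusted p = 0.16) and 0.4 between old-OSKM and old mice (exact permutation test, p = 0.48, adjusted p = 0.6). In old-OSKM mice, 2 of the 4 mice lay on the young side of the old mean, and the spread between mice was larger than the difference. Psmd4 (Entrez 19185) had log2 differences of -0.13 with age and 0.01 with OSKM. With the covariate of Table S4 in the model, chosen after the data were seen, the age difference was -0.751 (exact permutation test, p = 0.016).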

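The score of 44 collagen genes was 0.434 ± 0.442 (SD, n = 4) in young, -0.41 ± 0.0539 (SD, n = 5) in old and 0.078 ± 0.118 (SD, n = 4) in old-OSKM mice, and 13 of these genes had a mean log2 value above 0. The difference was -0.844 between old and young mice and 0.488 between old-OSKM and old mice, each with p = 0.0079 (two-sided exact permutation test, adjusted p = 0.041). Of the 44 genes, 39 were lower in old than in young mice and 35 were higher in old-OSKM than in old mice. The old-OSKM mean lay 57.8% of the way from old to young, and the remaining difference from young mice was -0.356 (exact permutation test, p = 0.26). The members with the smallest raw p by age were Col5a3 (Entrez 53867), with a log2 difference of -0.62 (adjusted p = 0.094 from limma), and Col6a6 (Entrez 245026), with -0.70 (adjusted p = 0.098 from limma). Between old-OSKM and old mice they differed by 0.19 and 0.30. With the score of fibroblast marker genes in the model, the collagen score differed by 0.119 between old-OSKM and old mice (exact permutation test, p = 0.21) and by -0.367 between old and young mice (exact permutation test, p = 0.0079).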

Finally, loss of collagens occurs with age in pancreas (Riopel & Wang, 2014) and, remarkably, old‐OSKM mice increased their levels of collagen‐related genes (Figure 2h, Figure S2j). Overall, transient OSKM activation appears to orchestrate a positive reconfiguration of the transcriptome that opposes key hallmarks of aging.

**FIGURE 2:**
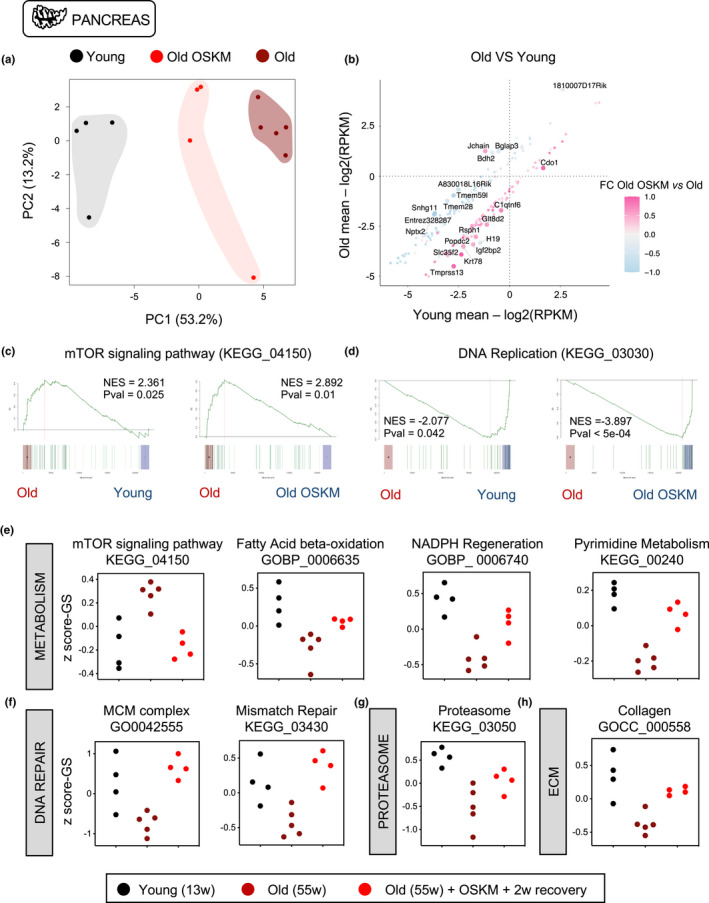
Transient OSKM reprogramming rejuvenates the transcriptome of old pancreas. (a) Principal component analysis (PCA) of aging‐related differentially expressed genes (DEGs: fold change > 1.5 and raw *p*val < 0.01) including young, old, and old‐OSKM pancreas. (b) Representation of these aging‐DEGs (217 genes in total) colored by their alteration of expression induced by OSKM: OSKM‐upregulated genes are depicted in pink and OSKM‐downregulated genes are depicted in blue, while the names of the top ten genes, either upregulated or downregulated with aging, are also depicted (c) Enrichment analysis based on ROAST (Efron & Tibshirani, 2007; Wu et al., 2010) was performed comparing young *versus* old, and old *versus* old‐OSKM pancreas depicting: (c) mTOR signaling pathway (KEGG_04150) and (d) DNA Replication (KEGG_03030). Statistical significance in c and d was evaluated using Kolmogorov–Smirnov test. (e‐h) Z‐score representation of the expression profile with GS adjustment for the indicated gene‐sets among young, old, and old‐OSKM pancreas. Gene‐sets have been selected for following this pattern: Young ≠ Old & Young = Old OSKM after a Normal‐Normal hierarchical model (gaga) (Rossell, 2009) (5% FDR)

### 2.3 Evidence of rejuvenation in tissues with low reprogramming

Given its rejuvenating potential at the epigenetic and transcriptomic levels in the pancreas, we wondered whether other tissues that are modestly affected by OSKM expression would nevertheless present some indication of reversion of the epigenomic changes associated to aging. For this, we performed a similar methylation profiling by RRBS analysis in the liver (5.3% of the promoters and 3.5% of the enhancers were covered) and spleen (25% of the promoters and 22.4% of the enhancers were covered), two tissues that modestly upregulate OSKM expression upon doxycycline treatment (Figure S1c). As before, we identified a list of DM promoters and enhancers during aging. Similar to the pancreas, PCA analysis of the methylation patterns of liver DM promoters and enhancers indicated that old‐OSKM mice partially recovered a younger methylation pattern although the separation between experimental groups was not as clear as in the case of the pancreas (Figure 3a). From the total combined number of aging‐DM promoters and enhancers (*n* = 108), a substantial fraction (61%) underwent rejuvenation (Figure 3b, Figure S3a‐f, Table S8). This included *Foxa3* which serves as a pioneer transcription factor for the maintenance of liver‐specific transcription (Iwafuchi‐Doi et al., 2016) (Figure 3b). Other notable promoters were those of *Hoxd10*, a tumor suppressor gene whose promoter hypermethylation has been linked to hepatocellular carcinoma (Guo et al., 2017), and *Thy1* whose expression stimulates liver regeneration (Ichinohe et al., 2017) (Figure 3b). In the pancreas, we observed a temporal pattern for OSKM‐induced methylation changes (remethylation during OSKM expression and demethylation during the recovery period). However, this temporal pattern was not evident in the liver (Figure S3g).

**FIGURE 3:**
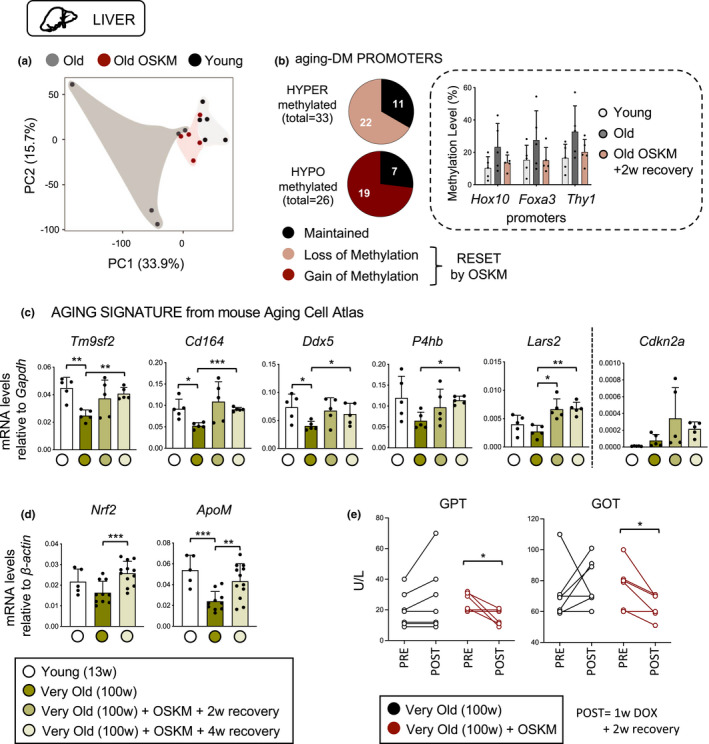
Old livers present rejuvenated features after transient OSKM reprogramming. (a) Principal component analysis (PCA) of aging‐related differentially methylated (DM) promoters including young, old, and old‐OSKM livers. (b) DM promoters are divided into hyper‐ and hypomethylated during aging, and shown is the number of these promoters that alter their methylation profile due to transient OSKM activation. *Hox10*, *Foxa3*, and *Thy1* promoters are representative examples of age‐associated hypermethylated promoters that become demethylated in old OSKM livers. (c) The expression of global aging genes identified by mouse Aging Cell Atlas (Zhang et al., 2021) was evaluated in very old livers (100 weeks; group 1 consists of 5 wild‐type mice as control, 5 reprogrammable mice activating OSKM for 1 week and recovering for 2 weeks, and 5 reprogrammable mice activating OSKM for 1 week and recovering for 4 weeks) compared to young (13 weeks; *n* = 5) control livers. (d) The expression of *Nrf2* and *ApoM*, two aging‐associated genes, was measured in very old livers (100 weeks; group 1 as above together with group 2 consisting of other 5 wild‐type mice as control and 7 reprogrammable mice activating OSKM for 1 week and recovering for 4 weeks). (e) The levels of aspartate aminotransferase (AST/GOT) and alanine aminotransferase (ALT/GPT) were measured in the serum of wild‐type (*n* = 7) and reprogrammable (*n* = 6) mice before doxycycline treatment, as well as after 1 week of doxycycline and 2 weeks of recovery. Statistical significance was evaluated using one‐way ANOVA with Tukey's multiple comparison method, and comparisons are indicated as *p < 0.05, **p < 0.01 and ***p < 0.001

To obtain further insights into the aging‐associated transcriptome of old‐OSKM livers, we examined the top genes of a recently reported aging signature based on the Mouse Aging Cell Atlas (Tabula Muris Consortium, 2020) that applies to multiple tissues including the liver and spleen but not to the pancreas (Zhang et al., 2021). In a pilot test, we measured by qRT‐PCR a total of 15 mRNAs from this signature in young and old livers. Five of these genes were confirmed to be downregulated in the liver of our old mice (Figure 3c). Interestingly, all these five genes recovered young levels of expression in the livers of old‐OSKM mice (Figure 3c). These findings were further validated in an independent cohort of very old mice (100 weeks) (Figure S3h). Finally, we tested the levels of two other genes associated with aging, namely, *Nrf2*, a key regulator of cellular redox homeostasis (Schmidlin et al., 2019), and *ApoM*, a high‐density lipoprotein (HDL) that promotes vascular homeostasis (Ding et al., 2020). We confirmed that both genes are downregulated with aging in the liver of our very old mice, and this was reverted upon one cycle of OSKM (Figure 3d).

To associate the above findings with a physiological readout of liver function, we measured the levels of aspartate aminotransferase (AST/GOT) and alanine aminotransferase (ALT/GPT) in an independent cohort of very old mice (different from the two cohorts mentioned above). Interestingly, the serum levels of transaminases of OSKM mice were significantly lower after 1 week of OSKM activation and 2 weeks of recovery reflecting an improved liver function (Figure 3e).

Senescent cells increase with aging and may account for up to 17% of the hepatocytes in extremely old mice (~3 years of age) (Wang et al., 2009). Cellular senescence is a potent barrier for reprogramming (Haridhasapavalan et al., 2020), and we wondered if our transient reprogramming protocol could reduce cellular senescence in vivo. For this, we examined the senescence marker p16^INK4a^ (*Cdkn2a*) and the senescence‐associated cytokines *Mcp1* and *Cxcl2*, known to increase with aging in mouse liver (Yousefzadeh et al., 2020). As expected, all of these were increased with aging; however, their levels did not decline in any of the two cohorts of very old‐OSKM mice (Figure 3c, Figure S3h,i). The levels of p21^CIP1^ expression (*Cdkn1a*) were not informative because their levels did not change with aging nor with OSKM (Figure S3h,i). We also measured the number of γH2AX‐positive cells, a marker of in vivo senescence, and again the levels in the liver were similar in very old mice with or without 1 cycle of OSKM (Figure S3j). These observations suggest that a single period of transient OSKM in vivo may not be sufficient to rejuvenate the transcriptome of the senescent cells present in the aged liver.

In the spleen, PCA analysis of aging‐DM promoters and enhancers did not allow to infer an epigenetic rejuvenation of this tissue (Figure S4a,e), although up to 163 promoter and enhancer regions showed evidence of rejuvenation according to their average methylation level (Figure S4b‐d,f‐h, Table S9). To further explore the possibility of epigenetic rejuvenation in hematopoietic cells, we focused on the methylation of a specific intragenic region of the *Hsf4* gene. This particular region has been identified by independent studies as differentially methylated during aging in various tissues (Beerman et al., 2013; Han et al., 2018; Taiwo et al., 2013), and it is extraordinary due to the large magnitude of change in percentage of methylation from young to old individuals (Han et al., 2018). First, we measured by pyrosequencing the methylation levels of the *Hsf4* region in the blood of mice of different ages, confirming a linear change of large magnitude, from ~20% methylation in young mice (~10 weeks) to ~55% methylation in very old mice (~100 weeks) (Figure 4a). Then, we measured *Hsf4* methylation in the blood of very old mice, reprogrammable and non‐reprogrammable littermates, before and after a period of 5 weeks (all mice were treated with doxycycline for 1 week followed by 4 weeks of recovery). Interestingly, it was possible to detect a 4% increase in *Hsf4* methylation in control non‐reprogrammable mice (Figure 4b). In contrast, during the same period of time, reprogrammable mice reduced their average methylation levels by ~4%, resulting in a total difference of 8% methylation between the reprogrammable and the non‐reprogrammable mice (Figure 4b).

**FIGURE 4:**
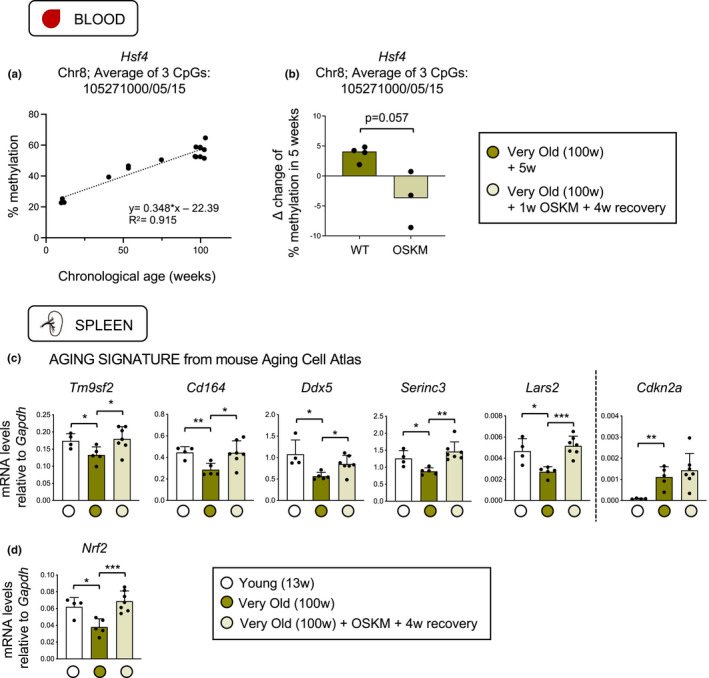
Evidences of OSKM‐induced rejuvenation in hematopoietic cells. (a) Correlation of the average methylation of 3 close CpGs located in the intragenic region of *Hsf4* gene (Chr8; at the positions 105271000,105271005, and 105271015), as measured in the blood of mice, with their chronological age (in weeks) of the mice. (b) Δ change of the methylation levels in these CpGs of *Hsf4* before and after a period of 5 weeks in very old (100 weeks) wild‐type mice (*n* = 4) and reprogrammable mice (*n* = 3). Both experimental groups were treated for 1 week with doxycycline and recovered for 4 weeks. Statistical significance was evaluated using Mann–Whitney nonparametric *t*‐test. (c) The expression of global aging genes identified by mouse Aging Cell Atlas (Zhang et al., 2021) was evaluated in very old spleens (100 weeks; 5 wild‐type mice as control, 7 reprogrammable mice activating OSKM for 1 week and 4 weeks of recovery) compared to young (13 weeks; *n* = 4) control spleens. (d) The expression of *Nrf2*, an aging‐associated gene, was measured in the same group of mice. Statistical significance was evaluated using one‐way ANOVA with Tukey's multiple comparison method, and comparisons are indicated as *p < 0.05, **p < 0.01, and ***p < 0.001

We also tested the above‐mentioned aging signature based on the Mouse Aging Cell Atlas in the spleen (Zhang et al., 2021). Interestingly, OSKM transient expression rescued the age‐associated decline of seven of these genes while the senescent marker p16^INK4a^ (*Cdkn2a*) was unchanged (Figure 4c, Figure S4i). Finally, *Nrf2* also declined in very old control spleens and its expression was reset to young levels in very old‐OSKM spleens (Figure 4d).

We conclude that a single cycle of OSKM expression has a detectable rejuvenating effect on tissues such as liver, spleen, and blood that do not express high levels of OSKM and do not manifest obvious signs of histological alterations. Conceivably, some of the observed effects on liver, spleen, and blood could be secondary to the direct rejuvenating actions of OSKM in other tissues, such as the pancreas.

### 2.4 Serum metabolomic profiling reveals systemic benefits

The aforementioned results indicating epigenetic and transcriptional rejuvenation in several tissues prompted us to identify possible systemic signs of rejuvenation in the serum. To address this, we performed mass spectrometry‐based metabolomics on the sera of female mice (to reduce sex‐related variations) from two independent experiments (each experiment analyzed separately by mass spectrometry). Each experiment included a group of young mice and a group of very old (~100 weeks) reprogrammable mice. The sera of very old reprogrammable mice were analyzed longitudinally, that is, before and after a single cycle of reprogramming (1 week of doxycycline and 2 or 4 weeks of recovery). When combining the two independent experiments, a total of 23 metabolites were identified as significantly changed between young and very old mice (Figure S5a,b, Table S10). Out of these aging‐associated metabolites, 4 were reversed after reprogramming (Figure 5a). These metabolites are 4‐hydroxyproline, thymine, trimethyl‐lysine, and indole‐3‐propionic acid, and some of them had been previously linked to aging. Serum 4‐hydroxyproline has been reported to decline with aging (Seo et al., 2016). This modified amino acid amounts to 14% of all the amino acids in collagen and its presence in the serum is considered to reflect total collagen levels (Gabr et al., 2017). Notably, our transcriptomic analyses identified collagen synthesis as a gene‐set downregulated with aging and rescued by OSKM in the pancreas (Figure 2h). Thymine has been found to extend lifespan in *C. elegans* (Wan et al., 2019). The other two metabolites, trimethyl‐lysine and indole‐3‐propionic acid, have not been studied in the context of aging.

**FIGURE 5:**
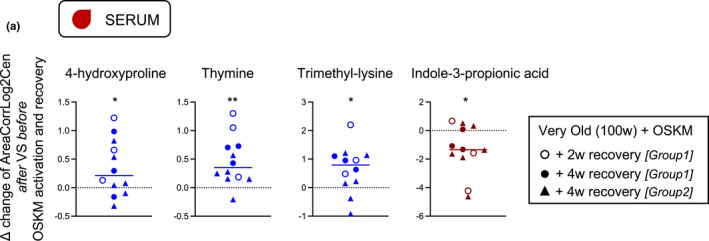
Metabolomic analysis in the serum of very old mice reveals systemic beneficial effects upon transient OSKM activation. (a) Metabolomic analyses were performed on the sera of very old (100 weeks) female reprogrammable mice from two independent experiments (each experiment analyzed separately by mass spectrometry); *Group 1*: *n* = 6 and *Group 2*: *n* = 6. The sera of these mice were analyzed longitudinally, that is, before and after a single cycle of reprogramming. The Δ change of the levels of 4 metabolites that were identified to change with aging, being either upregulated (4‐hydroxyproline, thymine, trimethyl‐lysine) or downregulated (indole‐3‐propionic acid), are depicted after activating OSKM for 1 week and recovering for 2 to 4 weeks. Statistical significance was evaluated using a paired t‐test as values were confirmed to follow a normal distribution using the Shapiro–Wilk test. Comparisons are indicated as *p < 0.05, **p < 0.01, and ***p < 0.001

## 3 DISCUSSION

In this work, we report that a single cycle of transient OSKM expression in naturally aged mice can elicit epigenetic, transcriptomic, and serum metabolomic changes that partially restore younger patterns. We have focused on the effects of a single cycle of OSKM expression. The idea behind this choice was to identify and quantify early events induced by a single cycle of OSKM expression. Moreover, we have used a relatively low dose of doxycycline to avoid dramatic changes in cell identity thereby minimizing the risk of teratoma formation. This protocol of induction was sufficient to cause histologically detectable alterations in the pancreas, but not in the spleen or liver. Another relevant aspect of our experimental design is that we allowed for a recovery period of 2 to 4 weeks post‐OSKM expression. This recovery period was sufficient for a full restoration of normal histology in the pancreas. Conceivably, a fraction of the rejuvenation changes induced by OSKM may be unstable and therefore lost during the recovery period. Additionally, as we will argue below, some rejuvenation changes may indeed occur during the recovery period.

In the case of the pancreas, we assessed whether methylation changes in aging‐associated differentially‐methylated (DM) regions were already present after 1 week of OSKM expression. Notably, about half of the changes observed at the time of switching off OSKM disappeared after 2 weeks. This illustrates the existence of unstable changes induced by OSKM and the importance of allowing a recovery period to identify durable changes. We also observed interesting differences in the behavior of aging‐DM regions depending on whether the epigenetic rejuvenation consists on losses or gains of DNA methylation. The majority of gain‐of‐methylation events observed after recovery were already present at the time of extinguishing OSKM expression. In contrast, the majority of loss‐of‐methylation events were absent after OSKM expression and, therefore, were acquired during the recovery period. In line with these observations, pyrosequencing measurement of individual aging‐methylated CpGs consistently showed more demethylation 4 weeks post‐OSKM expression compared to 2 weeks. Together, we speculate that gains of methylation are closely linked to OSKM expression, whereas demethylation events are linked to the re‐establishment of normal chromatin during the recovery period. Conceivably, the reversion phase may be as important as the OSKM expression phase for molecular and cellular rejuvenation.

Analysis of the global transcriptome of the pancreas also allowed us to select for aging‐related differentially expressed genes (aging‐DEGs). Similar to the methylation data, one cycle of OSKM (1 week of induction and 2 weeks of recovery) was sufficient to reset the levels of aging‐DEGs to a younger state. Interestingly, transient OSKM activation reversed well‐known transcriptional changes associated to aging. This is the case of insulin and mTOR signaling, mitochondrial metabolic processes, and DNA repair. We did not observe however evidence of reduction in senescence markers. Senescent cells are generally resistant to be reprogrammed (Haridhasapavalan et al., 2020). Therefore, a single period of transient OSKM may not be sufficient to rejuvenate the transcriptome of the senescent cells present in aged tissues. This does not exclude the possibility that multiple cycles of OSKM expression may achieve, directly or indirectly, the reduction of senescent cells in aged tissues.

We have not been able to establish associations between specific aging‐DM regions and the mRNA levels of the associated genes. This lack of association between aging‐DM regions and transcription is, however, a general finding made by multiple researchers studying aging‐DM regions (see detailed discussion in (Horvath & Raj, 2018)). For example, aging‐DM regions often occur in bivalent, silent, promoters where gain of methylation does not impact the already silent transcriptional state (Horvath & Raj, 2018).

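For the 168 promoters and enhancers of Tables S1 and S2, 93 promoters and 75 enhancers, the paper's methylation difference between old and young mice was set against the log2 expression difference of the same genes in pancreas. Expression values were found for 149 regions. Across these, Spearman's rho was -0.16 (two-sided permutation test over regions, p = 0.056) and Pearson's r was -0.1 (permutation p = 0.22). Genes are not independent replicates, and these p-values treat them as such. The direction of expression was opposite to that of methylation in 85 regions (57%). The 77 promoters gave a rho of -0.083 (permutation p = 0.47) and the 72 enhancers a rho of -0.26 (permutation p = 0.026). Adjusted with the Benjamini-Hochberg method over these 3 overlapping comparisons, the p-values of rho were 0.084 for all regions, 0.47 for promoters and 0.078 for enhancers. Of the genes of the 149 regions, 3 were aging-DEGs.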

In the case of the spleen and liver, the methylation changes observed in aging‐DM regions were not as pronounced as in the case of the pancreas, as judged by principal component analyses. This is not entirely surprising if we consider the mild expression of the OSKM transgene in these tissues. Nevertheless, spleen and liver did show evidence of rejuvenation of a transcriptional signature of aging derived from the Mouse Aging Cell Atlas (Zhang et al., 2021). It seems, therefore, that transcriptional rejuvenation may be easier to achieve compared to epigenetic rejuvenation.

To evaluate molecular features of aging in the blood, we have focused on three closely located CpGs in an exon of the *Hsf4* gene that have called the attention of at least three independent groups (Beerman et al., 2013; Han et al., 2018; Taiwo et al., 2013). A remarkable property of this methylated region is the large magnitude of change in percentage of methylation from young to old individuals (Han et al., 2018). Indeed, we found that the degree of methylation of these sites in peripheral blood is tightly linked to the age of the mice. We have measured the methylation levels of *Hsf4* in the blood of very old mice (~100 weeks of age) before and after a period of 5 weeks. In the case of control mice, we observed an increase in methylation during this period of 5 weeks. This was in contrast to mice exposed to one cycle of reprogramming (1 week of OSKM expression followed by 4 weeks of recovery) in which *Hsf4* methylation was decreased or maintained.

We also detected lower levels of serum transaminases (ALT/GPT and AST/GOT) after one cycle of reprogramming. Serum transaminases are generally considered an indication of liver injury. However, there are growing evidences suggesting that other tissues also contribute to the total levels of serum transaminases (Kobayashi et al., 2020).

As a readout of systemic rejuvenation, we focused on serum metabolites. We analyzed the serum metabolome in two cohorts of very old mice (~100 weeks of age) in a longitudinal design, that is, serum was analyzed before treatment and after one cycle of OSKM expression (1 week of doxycycline followed by 4 weeks of recovery). We have detected four serum metabolites that changed with aging and were reversed by OSKM in the two cohorts of old mice: 4‐hydroxyproline, thymine, trimethyl‐lysine, and indole‐3‐propionic acid. Serum 4‐hydroxyproline has been previously reported to decline with aging (Seo et al., 2016), and it is considered to reflect total collagen content in the organism (Gabr et al., 2017). Of note, the transcriptional network for collagen synthesis was downregulated with aging and rescued by OSKM in the pancreas. Thymine has been found to extend lifespan in *C. elegans* (Wan et al., 2019), and this is consistent with the aging‐associated reduction that we have observed for this metabolite and its reversion by OSKM. Little is known about trimethyl‐lysine and indole‐3‐propionic acid in connection with aging. Trimethyl‐lysine is a modification abundant in chromatin and we speculate that its presence in the serum may derive from neutrophil‐derived extracellular traps (NETs), a process by which neutrophils extrude their chromatin into the bloodstream (Hazeldine & Lord, 2018). Interestingly, the production of NETs by stimulated neutrophils declines with aging (Hazeldine & Lord, 2018), which would be consistent with a reduction in trimethyl‐lysine.

Finally, it should be mentioned that OSKM expression may have non‐cell‐autonomous effects that potentially underlie some of our observations. For example, molecular rejuvenation of a subset of cells may influence the rejuvenation of other non‐reprogrammed cells, locally or distantly, through modifications in the microenvironment including the secretion of soluble factors. This may also result in changes in cell composition that have not been addressed in this work.

In this work, we report stable reversion of molecular features of natural aging by a single cycle of OSKM expression. The observed rejuvenation features include DNA methylation, transcription, and serum metabolites. These molecular manifestations of rejuvenation likely reflect a complex mixture of direct and indirect effects on multiple tissues. We hope this serves as the basis for future studies to dissect the mechanisms underlying OSKM‐driven rejuvenation in vivo. Also, it may provide benchmarking to recapitulate OSKM‐like rejuvenation with pharmacological or nutritional interventions.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Animal procedures

Animal experimentation was performed between two different institutes: at the Spanish National Cancer Research Centre CNIO in Madrid and at the Institute of Research in Biomedicine IRB in Barcelona, according to protocols approved by the CNIO‐ISCIII Ethical Committee for Research and Animal Welfare (CEIyBA) in Madrid, and by the Animal Care and Use Ethical Committee of animal experimentation of Barcelona Science Park (CEEAPCB) and the Catalan Government in Barcelona. We used the reprogrammable mice known as i4F‐B which carries a ubiquitous doxycycline‐inducible OSKM transgene, abbreviated as i4F, and inserted into the Pparg gene (Abad et al., 2013). Mice of both sexes were used, and of different ages; young (females, 13 weeks), old (females, 55 weeks), and very old (males and females, 100 weeks). 0.2 mg/ml of Doxycycline hyclate BioChemica (PanReac) was administered in the drinking water supplemented with 7.5% sucrose for a period of 7 days. Mice were sacrificed two or four weeks after doxycycline removal. In the case of the intraperitoneal injection of doxycycline, young mice received 2.5 mg of doxycycline dissolved in 100 μl of saline and sacrificed 24 h later.

### 4.2 DNA isolation

All pancreas, liver, and spleen tissues were snap‐frozen directly after collection. Genomic DNA was extracted from frozen tissues using the DNeasy Blood & Tissue Kit (Qiagen). In the case of blood samples, genomic DNA isolation was conducted according to a standard phenol‐chloroform extraction protocol after red blood cell lysing. All samples were collected, processed for their methylation status, and further analyzed.

### 4.3 Reduced Representation Bisulfite Sequencing (RRBS) library preparation

RRBS libraries were prepared as described previously (Stubbs et al., 2017). 500ng of genomic DNA was digested with MspI (Thermo Scientific). Following digestion, DNA fragments were end‐repaired and T‐tailed with Klenow fragment lacking 5′ → 3′ and 3′ → 5′ exonuclease activity (NEB). In‐house adapters containing 8‐nucleotide unique molecular identifier (UMI) sequences were ligated onto the DNA fragments with T4 DNA ligase (NEB). Excess adapters were removed by AMPure XP beads (Agencourt, 0.8X ratio). Libraries were bisulfite converted with the EZ‐96 DNA Methylation‐Direct MagPrep kit and cleaned up using an automated liquid handling platform (Agilent Bravo). The bisulfite‐converted libraries were amplified for 12 cycles with KAPA HiFi HotStart Uracil+ReadyMix (Roche). The amplified libraries were cleaned up with AMPure beads (0.8X ratio) and quality checked using an Agilent High Sensitivity DNA kit on an Agilent 2100 Bioanalyzer system. Libraries passing quality checks were sequenced on an Illumina HiSeq 2500 sequencer for 75 bp paired‐end sequencing. Reads were trimmed with Trim Galore (version 0.5.0). Trimmed reads were aligned to the mouse genome (GRCm38) with Bismark (version 0.20.0). Aligned reads were deduplicated based on UMI sequence and chromosomal position with Umibam (version 0.0.1). Bismark coverage files were generated from the deduplicated bam files using Bismark Methylation Extractor.

### 4.4 RRBS DNA methylation analysis

Promoters were defined as −2000 bp to +500 bp of the transcription start site. Pancreas, spleen, and liver enhancers were defined using published H3K27ac data (Shibata et al., 2018; Yue et al., 2014). H3K27ac peaks were called using MACS and peaks that did not overlap promoter regions were classified as enhancers. Enhancers were linked to genes based on proximity. Enhancers were linked to the nearest gene within 1 Mb. The methylation analysis was carried out in Seqmonk. CpG sites were only carried forward in the analysis if they were covered by at last 5 reads in all the samples of that tissue type. The methylation level of each promoter and enhancer was calculated using the mean of all the methylation levels of the CpGs within those regions. Differential methylation analysis was carried out using logistic regression. Regions were identified as significant if their P‐value was below 0.05 and if they demonstrated a minimum methylation difference of at least 10% DNA methylation. Rejuvenated regions were those in which the mean methylation in the old‐OSKM group was closer to the mean of the young group than to the mean of the old group.

### 4.5 Bisulfite pyrosequencing

DNA methylation patterns were validated by bisulfite pyrosequencing. Bisulfite modification of DNA was performed with the EZ DNA methylation‐gold kit (Zymo Research) following manufacturer's instructions. The sets of primers for PCR amplification and sequencing were designed using the specific software PyroMark assay design (version 2.0.01.15). Mm10 genome was used for the alignments. The primers used were as follows: *1_133696298*‐*311* forward primer: 5′‐AGAGTGTTAGAGTTGGAGAGAT‐3′, *1_133696298*‐*311* reverse primer: 5′‐[Btn]AAAAAAACCTCTAACCTCCATATATC‐3′ (Sequencing: 5′‐TGGAGAGATTTTGAAGTT‐3′), *2_90532378* forward primer: 5′‐GGTTTGGAATTTGGTTTATGTATAGA‐3′, *2_90532378* reverse primer: 5′‐[Btn]CTCAAACCAAAAAACCCTAATCTCC‐3′ (Sequencing: 5′‐TTTTTTTTAAGAGAATAGGTTATA‐3′), *11_75813125* forward primer: 5′‐GGGTTAGGTTGAGTTTTTTAGAATGAAT‐3′, *11_75813125* reverse primer: 5′‐[Btn]ACCCTCTCCATCTATACCTACTCC‐3′ (Sequencing: 5′‐AGGGTTTTGTATTTAATTTTTATT‐3′), *12_112670818* forward primer: 5′‐AGAGGTTGGGATTGGTAAGGATT‐3′, *12_112670818* reverse primer: 5′‐[Btn]TTACCCCAAAACAAACATCTCACCC‐3′ (Sequencing: 5′‐GGTAAGGATTATTTTAGGGTT‐3′), *14_121078071* forward primer: 5′‐ATGAGATGATTTTAGTTAAGGATTTAGTT‐3′, *14_121078071* reverse primer: 5′‐[Btn]ATTACACAAAACTTCCAACTTACT‐3′ (Sequencing: 5′‐ATAGGAATAAAAGTTTTTTGATAA‐3′), *14_75862317*‐*319*–*323* forward primer: 5′‐GAAGGAAGGGAATTTTGAGATTTG‐3′, *14_75862317*‐*319*–*323* reverse primer: 5′‐[Btn]TCTCCCAAAACTATACCATCACCA‐3′ (Sequencing: 5′‐ TTTGTTTTTGTTTTTTTATTATAAG‐3′), *19_34218524* forward primer: 5′‐TGATTTGGTTAAAGGTAGAAAAGTAAGA‐3′, *19_34218524* reverse primer: 5′‐[Btn]AACCTTTATAAACAATCAATAAATATACCT‐3′ (Sequencing: 5′‐GGTTTTTGTGGATAAATATTA‐3′), *19_43890303*‐*291* forward primer: 5′‐GGATTTAGGTGGGTTTTATTTAGAAAATG‐3′, *19_43890303*‐*291* reverse primer: 5′‐[Btn]TCCCAATACCCACAATCCCTTTTT‐3′ (Sequencing: 5′‐GTTTTATTTAGAAAATGGTTTGGA‐3′), *19_58600208* forward primer: 5′‐AGAGGAAATAATTTTATAGTGTAGTAAGA‐3′, *19_58600208* reverse primer: 5′‐[Btn]CAAATTCTCAACCATAAAAATCACTCTA‐3′ (Sequencing: 5′‐TGGGTGGAAATGTGA‐3′), *mHsf4* forward primer: 5′‐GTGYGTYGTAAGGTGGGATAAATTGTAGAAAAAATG‐3′, *mHsf4* reverse primer: 5′‐[Btn]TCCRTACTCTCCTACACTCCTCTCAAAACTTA‐3′ (Sequencing: 5′‐ATGGTGTTTTTTGTTTGTAG‐3′). After PCR amplification, pyrosequencing and quantification were performed using PyroMark Q24 reagents, equipment, and software (Qiagen).

### 4.6 RNA isolation and analysis of mRNA levels

Total RNA was extracted from pancreas samples using guanidine thiocyanate, followed by acid phenol‐chloroform extraction. For the rest of the tissue samples (liver, spleen), total RNA was isolated with Trizol (Invitrogen), following provider's recommendations. Up to 5 μg of total RNA was reverse transcribed into cDNA using iScriptTM Advanced cDNA Synthesis Kit for RT‐qPCR (Bio‐Rad). Quantitative real‐time PCR was performed using GoTaq^®^ qPCR Master Mix (Promega) in a QuantStudio 6 Flex thermocycler (Applied Biosystem) or 7900HT Fast (Applied Biosystem). For input normalization, we used the housekeeping genes *Gapdh*, *β*‐*actin*, and *18S*. The primers used were as follows: *Gapdh* forward primer: 5′‐TTCACCACCATGGAGAAGGC‐3′, *Gapdh* reverse primer: 5′‐CCCTTTTGGCTCCACCCT‐3′; *18S* forward primer: 5′‐ GTAACCCGTTGAACCCCATT‐3′, *18S* reverse primer: 5′‐CCATCCAATCGGTAGTAGCG‐3′; *β*‐*actin* forward primer: 5′‐TGTTACCAACTGGGACGACA‐3′, *β*‐*actin* reverse primer: 5′‐GGGGTGTTGAAGGTCTCAAA‐3′; *Nanog* forward primer: 5′‐CAAGGGTCTGCTACTGAGATGCTCTG‐3′, *Nanog* reverse primer: 5′‐TTTTGTTTGGGACTGGTAGAAGAATCAG‐3′; *Oct4* (endogenous) forward primer: 5′‐TCTTTCCACCAGGCCCCCGGCTC‐3′, *Oct4* (endogenous) reverse primer: 5′‐TGCGGGCGGACATGGGGAGATCC‐3′; *Tfe3* forward primer: 5′‐TGCGTCAGCAGCTTATGAGG‐3′, *Tfe3* reverse primer: 5′‐AGACACGCCAATCACAGAGAT‐3′; *E2A*‐*c*‐*Myc* forward primer, 5‐GGCTGGAGATGTTGAGAGCAA‐3, *E2A*‐*c*‐*Myc* reverse primer 5‐AAAGGAAATCCAGTGGCGC‐3; *Tm9sf2* forward primer: 5′‐GCAACGAGTGCAAGGCTGATA‐3′, *Tm9sf2* reverse primer: 5′‐CCCCGAATAATACCTGACCAAGA‐3′; *Cd164* forward primer: 5′‐GTGTTTCCTGTGTTAATGCCAC‐3′, *Cd164* reverse primer: 5′‐CACAAGTCAGTGCGGTTCAC‐3′; *Ddx5* forward primer: 5′‐CGGGATCGAGGGTTTGGTG‐3′, *Ddx5* reverse primer: 5′‐GCAGCTCATCAAGATTCCACTTC‐3′; *P4hb* forward primer: 5′‐GCCGCAAAACTGAAGGCAG‐3′, *P4hb* reverse primer: 5′‐GGTAGCCACGGACACCATAC‐3′; *Lars2* forward primer: 5′‐CATAGAGAGGAATTTGCACCCTG‐3′, *Lars2* reverse primer: 5′‐GCCAGTCCTGCTTCATAGAGTTT‐3′; *Serinc3* forward primer: 5′‐ GTCCCGTGCCTCTGTAGTG‐3′, *Serinc3* reverse primer: 5′‐CAAGACACAATAGTGCCAAGGAA‐3′; *Nptn* forward primer: 5′‐CGCTGCTCAGAACGAACCAA‐3′, *Nptn* reverse primer: 5′‐ GCTGGAAGTGAGGTTACACTG‐3′; *Cdkn2a* forward primer: 5′‐CGAACTCTTTCGGTCGTACCC‐3′, *Cdkn2a* reverse primer: 5′‐CGAATCTGAACCGTAGTTGAGC‐3′; *Cdkn1a* forward primer: 5′‐TCTGAGCGGCCTGAAGATTC‐3′, *Cdkn1a* reverse primer: 5′‐CTGCGCTTGGAGTGATAGAA‐3′; *Cxcl2* forward primer: 5′‐CTCAAGGGCGGTCAAAAAGT‐3′, *Cxcl2* reverse primer: 5′‐TTTTTCTTTCTCTTTGGTTCTTCC‐3′; *Mcp1* forward primer: 5′‐ATTGGGATCATCTTGCTGGT‐3′, *Mcp1* reverse primer: 5′‐CCTGCTGTTCACAGTTGCC‐3′; *Nrf2* forward primer: 5′‐CTGAACTCCTGGACGGGACTA‐3′, *Nrf2* reverse primer: 5′‐CGGTGGGTCTCCGTAAATG‐3′; *ApoM* forward primer: 5′‐TAACTCCATGAATCAGTGCCCT‐3′, *ApoM* reverse primer: 5′‐ CCCGCAATAAAGTACCACAGG‐3′.

### 4.7 Bulk RNA sequencing and analysis

#### 4.7.1 RNA and libraries preparation

Total RNA was extracted from pancreas tissues as described above, and treated with the NEBNext rRNA depletion kit (New England Biolabs) to deplete the ribosomal RNA (rRNAs). For the library preparation, we used the NEBNext Ultra II RNA library prep kit for Illumina (New England Biolabs) (9 cycles of amplification). Sequencing was performed on a HiSeq 2500 Sequencing System of Illumina; the type of sequencing was 50 nt Paired‐End and 55 million reads were obtained per sample.

#### 4.7.2 Pre‐processing

Paired‐end reads were aligned to the mm10 genome UCSC Genome Browser using STAR 2.3.0e (Dobin et al., 2013) with the following parameter values: outFilterMismatchNoverLmax = 0.05; outFilterMatchNmin = 25; the rest of parameters were set to their default values. RPKM estimations per isoforms were computed with the R package Casper (Rossell et al., 2014) which were then aggregated at the gene level (entrez). Reads mapping to five or more locations were excluded (parameter keep.multihits set to FALSE). 

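The deposited values are those before the correction for read totals, and their gene means and SDs equal those of Table S4 within 5e-06 for the 1139 genes of that table used here. Table S4 could be read only in part, so its other genes were not compared. The group means of Table S4 differ from the plain group means of the deposited values in a way that a single number per mouse accounts for, with an error of at most 5.7e-06. With that number in the model as a covariate, the log2 fold changes and p-values of Table S4 were met within 6.6e-06 and 2.3e-06, and 217 genes passed the thresholds, 149 of which were also among the genes called without it. The covariate comes from the fit and not from a read count, so its identity with the total number of reads follows from the methods text alone. The sign of the covariate is arbitrary and was set so that the most distant mouse is negative. Old-OSKM mouse JCX1011 was at -0.97 on this scale and carried 70.4% of the sum of squares within groups. Without the covariate, log2 fold changes differed from those of Table S4 by up to 0.697, with a Pearson's r of 0.881 across genes.

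**Figure D5:**
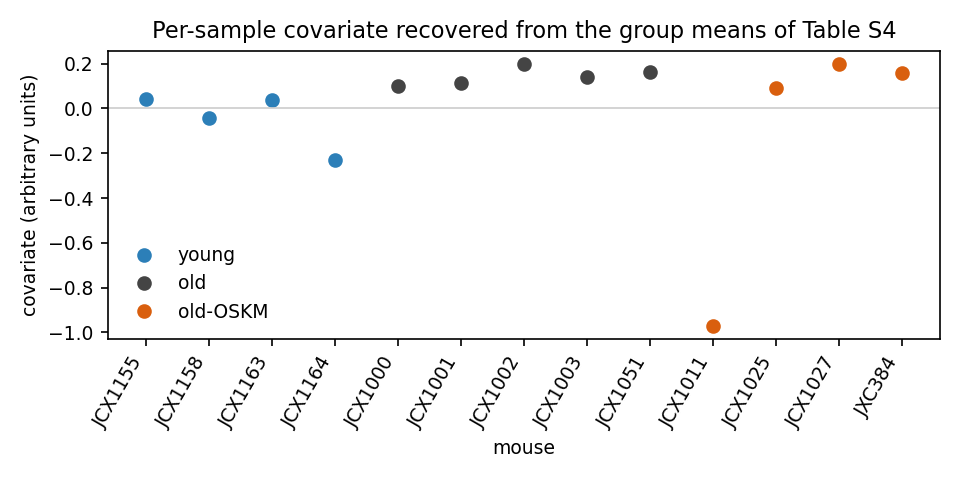
Covariate of each mouse, in arbitrary units and with an arbitrary sign, recovered from the group means of Table S4. Mouse JCX1011 lies at -0.97, apart from the other old-OSKM mice.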

The resulting RPKM matrix was log2‐transformed, quantile normalized, and a priori corrected by the total number of reads in each sample; for doing so, a linear model was fitted to the expression matrix gene‐wise, in which the group condition was included as explanatory variable.

#### 4.7.3 Functional enrichment analysis

Pathway enrichment analysis for group comparisons of gene expression was performed using a modification of ROAST (Wu et al., 2010), a rotation‐based approach implemented in the R package limma (Ritchie et al., 2015) that is especially suitable for small size experiments and is based on limma differential expression. Such modifications were implemented to accommodate the re‐standardized maxmean statistic in the ROAST algorithm (Efron & Tibshirani, 2007), in order to enable it for competitive testing (Goeman & Bühlmann, 2007). For doing so, genes were annotated according to Gene Ontology (GO)(The Gene Ontology Consortium, 2019), Broad Hallmarks (Liberzon et al., 2015) and Kegg (Kanehisa & Goto, 2000) gene‐set collections. GO and Kegg terms were retrieved from R package org. Mm.eg.db (Carlson, 2019), while Broad Hallmark sets were translated to mouse homologous genes using the R package biomaRt (Durinck et al., 2009). For visualization and interpretation purposes, results were represented with Komolgorov–Smirnov based statistic usually used in Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005).

#### 4.7.4 Pattern analysis at gene‐set level

To better analyze the behavior of gene‐sets across the three groups of samples, we used a hierarchical model based on a mixture of Normal distributions (Normal‐Normal) (Yuan & Kendziorski, 2006) as implemented in the gaga (Rossell, 2009) R package. This model allows to classify genes according to their expression pattern across the groups of interest. To get a measure of the pathway activity in the transcriptomic data, we summarized each pathway as a gene expression signature. For doing so, expression values were centered and scaled gene‐wise according to the mean and the standard deviation computed across samples, which were then averaged across all genes included in a given gene‐set. In addition, a global signature was computed using all the genes in the expression matrix and used for a priori correction of gene‐set scores by fitting a linear model, in which the group condition was included as explanatory variable. This strategy has proven to be useful to alleviate systematic biases due to the gene‐correlation structure present in the data, and to adjust by the expectation under gene randomization, that is, the association expected for a signature whose genes have been chosen at random (Efron & Tibshirani, 2007; Mestres et al., 2018). Pathway scores were merged with gene level expression, and a gaga (Rossell, 2009) pattern analysis was performed using a Normal‐Normal model fit, according to their observed distribution. In these analyses, the threshold for statistical significance was set at 5% FDR. All statistical analyses were carried out using R and Bioconductor [M19].

### 4.8 Serum analysis of transaminases

Serum was obtained from WT (*n* = 7) and reprogrammable (*n* = 6) very old (100w) mice after 6 h of fasting. Samples were collected before doxycycline treatment, as well as after 1 week with doxycycline and 2 weeks of recovery, and they were analyzed by a Spinlab 100 (Spinreact,9‐9059) machine for measuring the levels of transaminases (ALT/GPT and AST/GOT).

### 4.9 Metabolomics

#### 4.9.1 Sample preparation serum

A volume of 25 µl of serum were mixed with 250 µl of a cold solvent mixture with ISTD (MeOH/Water/Chloroform, 9/1/1, −20°C), in a 1.5 ml microtube, before being vortexed and centrifugated (10 min at 15,000 *g*, 4°C). The upper phase of the supernatant was split into three parts: 50 µl was used for GC‐MS experiment in injection vial, 30 µl was used for the SCFA (Short Chain Fatty Acids) UHPLC‐MS method, and 50 µl was used for other UHPLC‐MS experiments (Viltard et al., 2019).

#### 4.9.2 Widely targeted analysis of intracellular metabolites gas chromatography (GC) coupled to a triple quadrupole (QQQ) mass spectrometer

GC‐MS/MS method was performed on a 7890B gas chromatograph (Agilent Technologies, Waldbronn, Germany) coupled to a triple quadrupole 7000C (Agilent Technologies, Waldbronn, Germany) equipped with a high sensitivity electronic impact source (EI) operating in positive mode (Viltard et al., 2019).

#### 4.9.3 Targeted analysis of bile acids by ion‐pairing ultra‐high performance liquid chromatography (UHPLC) coupled to a Triple Quadrupole (QQQ) mass spectrometer

Targeted analysis was performed on a RRLC 1260 system (Agilent Technologies, Waldbronn, Germany) coupled to a Triple Quadrupole 6410 (Agilent Technologies) equipped with an electrospray source operating in positive mode. Gas temperature was set to 325°C with a gas flow of 12 L/min. Capillary voltage was set to 4.5 kV (Viltard et al., 2019).

#### 4.9.4 Targeted analysis of polyamines by ion‐pairing ultra‐high performance liquid chromatography (UHPLC) coupled to a Triple Quadrupole (QQQ) mass spectrometer

Targeted analysis was performed on a RRLC 1260 system coupled to a Triple Quadrupole 6410 (Agilent Technologies) equipped with an electrospray source operating in positive mode. The gas temperature was set to 350°C with a gas flow of 12 L/min. The capillary voltage was set to 3.5 kV (Viltard et al., 2019).

#### 4.9.5 Targeted analysis of short‐chain fatty acid by ion‐pairing ultra‐high‐performance liquid chromatography (UHPLC) coupled to a 6500+ QTRAP mass spectrometer

Targeted analysis was performed on a RRLC 1260 system coupled to a 6500+ QTRAP (Sciex, Darmstadt, Germany) equipped with an electrospray ion source(Viltard et al., 2019).

#### 4.9.6 Untargeted analysis of intracellular metabolites by ultra‐high performance liquid chromatography (UHPLC) coupled to a Q‐Exactive mass spectrometer. Reversed‐phase acetonitrile method

The profiling experiment was performed with a Dionex Ultimate 3000 UHPLC system (Thermo Scientific) coupled to a Q‐Exactive (Thermo Scientific) equipped with an electrospray source operating in both positive and negative mode and full scan mode from 100 to 1200 m/z. The Q‐Exactive parameters were as follows: sheath gas flow rate 55 au, auxiliary gas flow rate 15 au, spray voltage 3.3 kV, capillary temperature 300°C, S‐Lens RF level 55 V. The mass spectrometer was calibrated with sodium acetate solution dedicated to low mass calibration (Viltard et al., 2019).

#### 4.9.7 Differential expression in metabolomics data

To assess differences of metabolites levels in serum samples, a linear mixed effect was fitted for each metabolite separately in which the biological specimen was included as a random effect. Wald tests derived from the models were used to assess statistical significance. These analyses were performed with R packages lme4 (Bates et al., 2015), lmerTest (Kuznetsova et al., 2017), and multcomp (Hothorn et al., 2008).

### 4.10 Histological analysis

Tissue samples were fixed overnight in 10% neutral‐buffered formalin (4% formaldehyde in solution; Sigma), paraffin‐embedded, sectioned at a thickness of 3 μm, mounted in Superfrost^®^plus slides and dried. Slides were deparaffinized in xylene and re‐hydrated through a series of graded ethanol until water. Sections were stained with hematoxylin and eosin (HE) for the visualization of the tissue architecture. For immunohistochemistry, sections were stained with a Rabbit mAb Phospho‐Histone H2A.X (Ser139) (20E3) (Cell Signaling, ref: 9718). Slides were dehydrated, cleared, and mounted with toluene‐free mounting medium for microscopic evaluation. Whole digital slides were acquired with a slide scanner and images captured with the NanoZoomer Digital Pathology software (NDP.view2).

### 4.11 Statistical analysis

Mice were randomly allocated to their experimental groups, except from the cohort of very old mice (100 weeks) which were distributed according to their pre‐determined type (mouse genotype), and therefore, there was no randomization. Quantitative PCR data were obtained from independent biological replicates (*n* values correspond to the number of mice; technical replicates of PCR were not considered in the *n* value). Statistical analyses were carried out using GraphPad Prism v8.0 (GraphPad software) or as it is indicated in each specific method and stated at the figure legends.

## CONFLICT OF INTEREST

D.E.M.H is a founder and shareholder at Chronomics Limited. G.K. is founder of Samsara Therapeutics and advisor of The Longevity Labs. W.R. is consultant and shareholder of Cambridge Epigenetix. M.S. is founder, shareholder, and advisor of Senolytic Therapeutics, Inc., Iduna Therapeutics, Inc, and Rejuveron Senescence Therapeutics, AG. The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## AUTHOR CONTRIBUTIONS

D.C. designed most experiments, performed animal experimentation, collected samples, performed RNA analysis, contributed to bioinformatic data analysis, prepared the figures, and co‐wrote the manuscript. D.G. and W.R. designed, performed, analyzed, and interpreted the RRBS methylome data. L.M. designed and performed some reprogramming experiments, collected tissue samples, and extracted genomic DNA. R.G.U. and M.F.F. designed, performed, analyzed, and interpreted the bisulfite pyrosequencing experiments. A.B. and C.S.O‐A. designed and contributed to bioinformatic analysis. M. Abad performed the first rejuvenation studies and provided advise throughout the project. D.E.M.H contributed to the original conception and design of the study. M. Aguilera performed all the histological stainings. N.P. supervised and interpreted the pathological analyses, and blindly scored the histological stainings. S.D., F.A., N.N., and G.K. performed, analyzed, and interpreted the metabolomics data. M.S. designed and supervised the study, analyzed the data, and co‐wrote the manuscript. All authors discussed the results and commented on the manuscript.

## Supporting information

Fig S1‐S5 Click here for additional data file.

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

Table S5 Click here for additional data file.

Table S6 Click here for additional data file.

Table S7 Click here for additional data file.

Table S8 Click here for additional data file.

Table S9 Click here for additional data file.

Table S10 Click here for additional data file.

## Data Availability

All sequencing data are deposited in GEO under the super‐series accession number: GSE156558. To access the data, you can use the password: wnsvcagwbjwhbsp. All the rest of the data is available in the main text or the supplementary material.

# Supplementary material for: Multi‐omic rejuvenation of naturally aged tissues by a single cycle of transient reprogramming
**Source:** Aging Cell. 2022 Mar 2;21(3):e13578. doi: 10.1111/acel.13578
**Supplement:** Supplementary file 1 — Fig S1‐S5

Figure S1

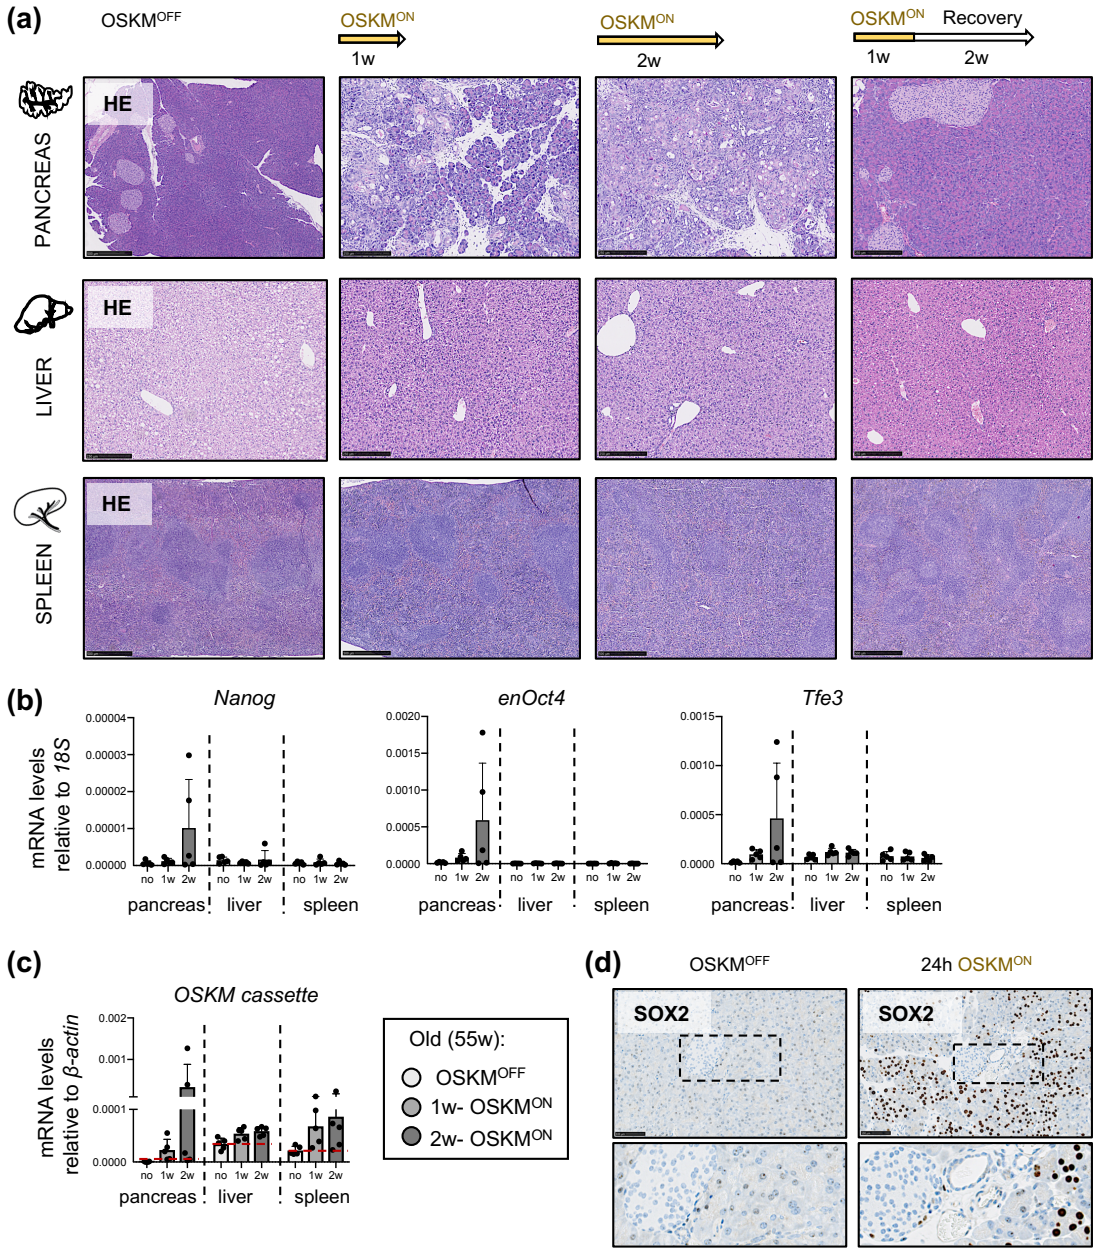

Figure S1

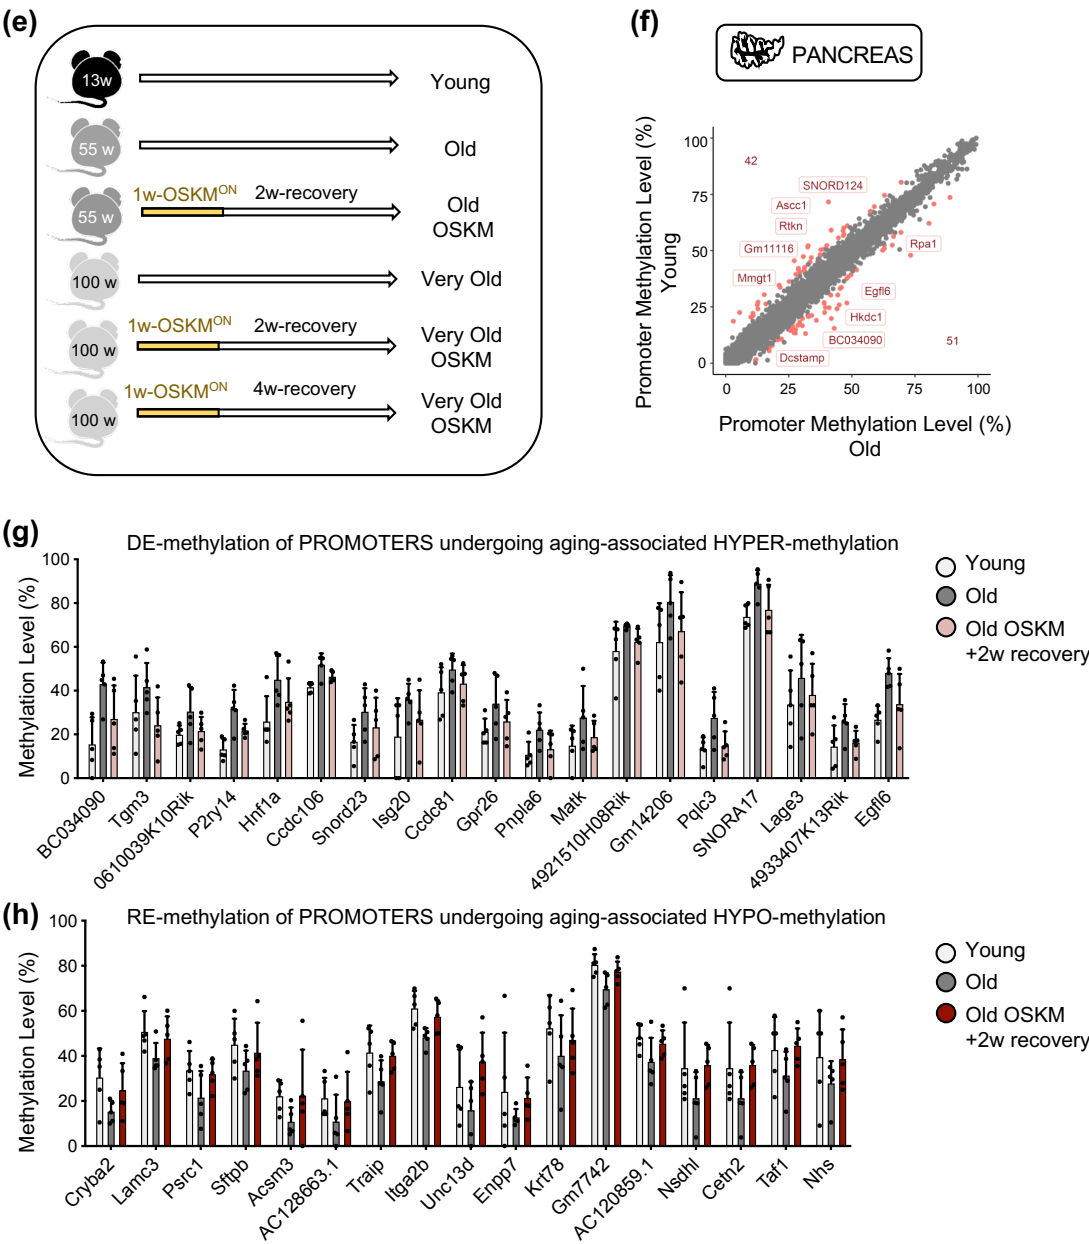

**Figure S1**

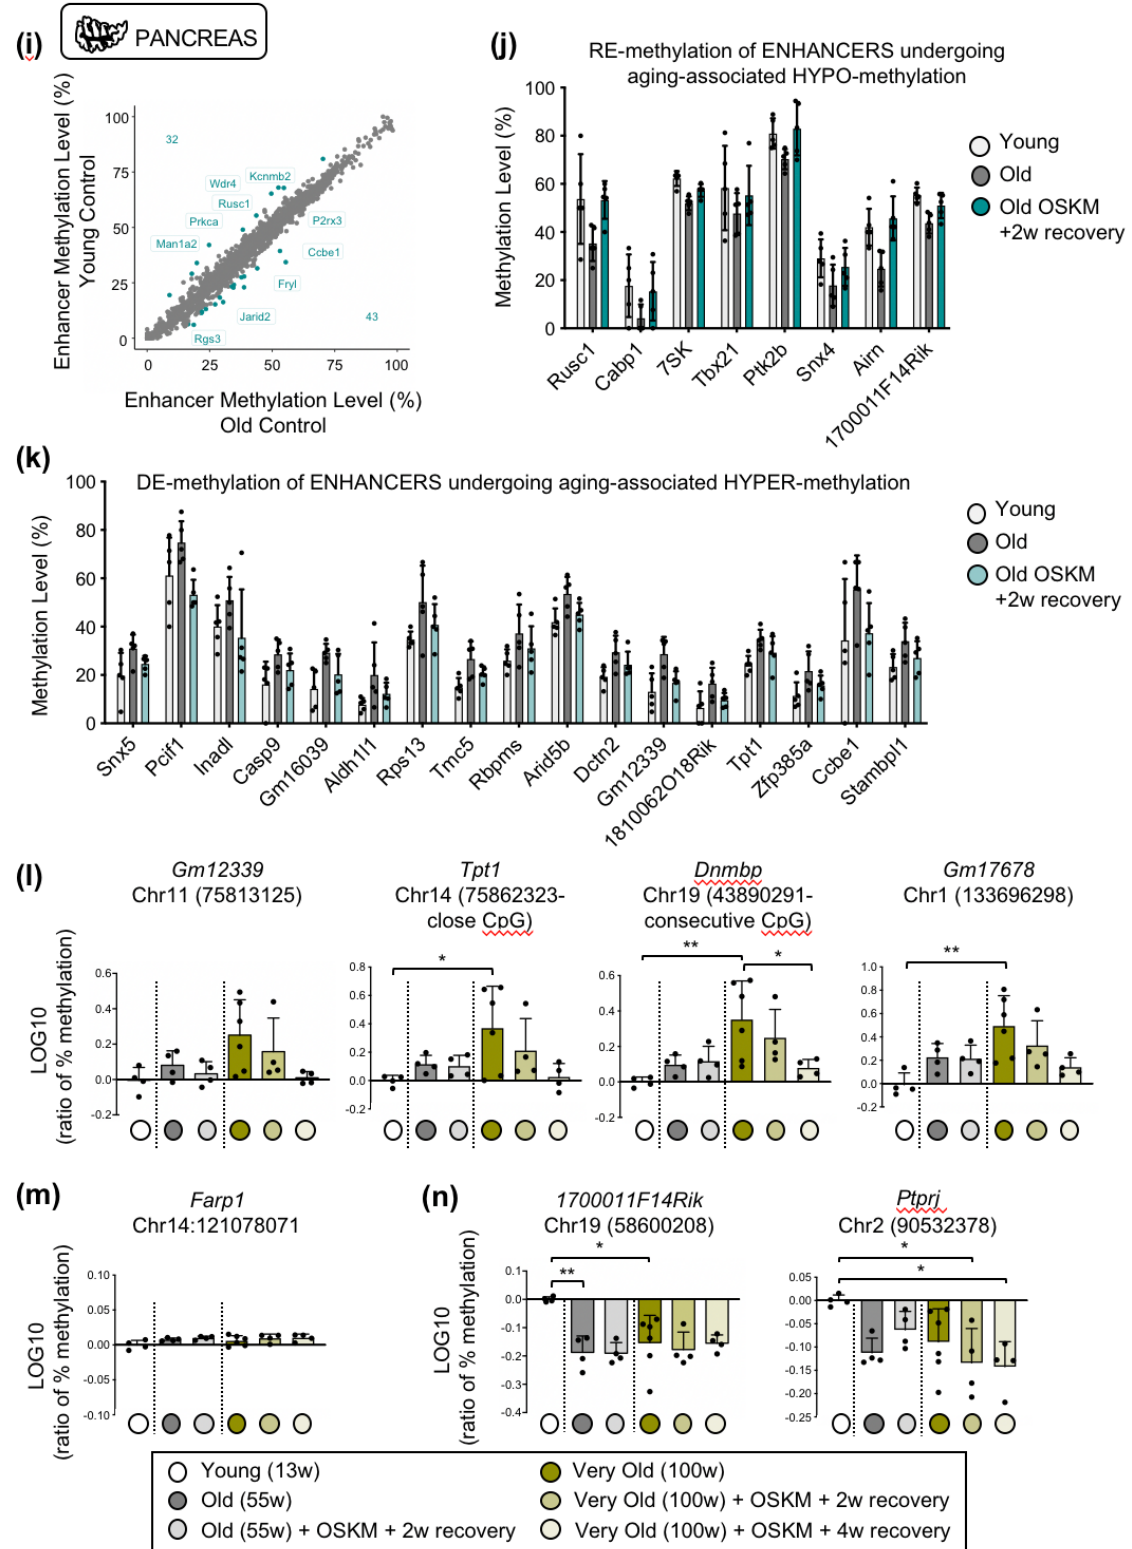

## FIGURE S1.

### **Methylation profile of aging-associated differentially methylated promoters and enhancers in old-OSKM pancreas.**

(a) Hematoxylin Eosin (HE) of pancreas, liver and spleen of old (55 weeks) mice treated without or with doxycycline for one week, two weeks or one week followed by two weeks of recovery. (b) RNA expression levels of pluripotency markers *Nanog*, endogenous *Oct4* (*enOct4*) and *Tfe3* in the indicated tissues (n=5 females). (c) RNA expression levels of *OSKM* cassette using *E2A-c-Myc* primers in the same tissues. (d) Immunohistochemistry of SOX2 in the pancreas of young reprogrammable mouse (10 weeks) 24 hours after intraperitoneal injection of doxycycline compared to untreated reprogrammable mouse. (e) Schematic representation of the experimental groups: young (n=5 females, reprogrammable untreated), old (n=5 females, reprogrammable untreated), old-OSKM (n=5 females, reprogrammable treated with doxycycline), very old (n=6 males and females, wild-type treated with doxycycline), very old (n=4 males and females, reprogrammable treated with doxycycline plus 2 weeks recovery), very old-OSKM (n=4 males and females, reprogrammable treated with doxycycline plus 4 weeks recovery). (f) Identification of differentially methylated (DM) promoters in young *versus* old control pancreas. (g) A set of gene promoters with decreased methylation levels undergoing aging-associated hypermethylation. (h) A group of gene promoters with gain of methylation undergoing aging-associated hypomethylation. (i) Identification of differentially methylated (DM) enhancers in young *versus* old control pancreas. (j) A group of gene enhancers with gain of methylation undergoing aging-associated hypomethylation. (k) A set of gene enhancers with decreased methylation levels undergoing aging-associated hypermethylation. (l) Methylation levels of four CpGs, located in regions hypermethylated with aging measured and validated by bisulfite pyrosequencing and (m) one non-validated CpG. (n) Methylation levels measured by bisulfite pyrosequencing of two CpGs located in regions hypomethylated with aging.

# Figure S2

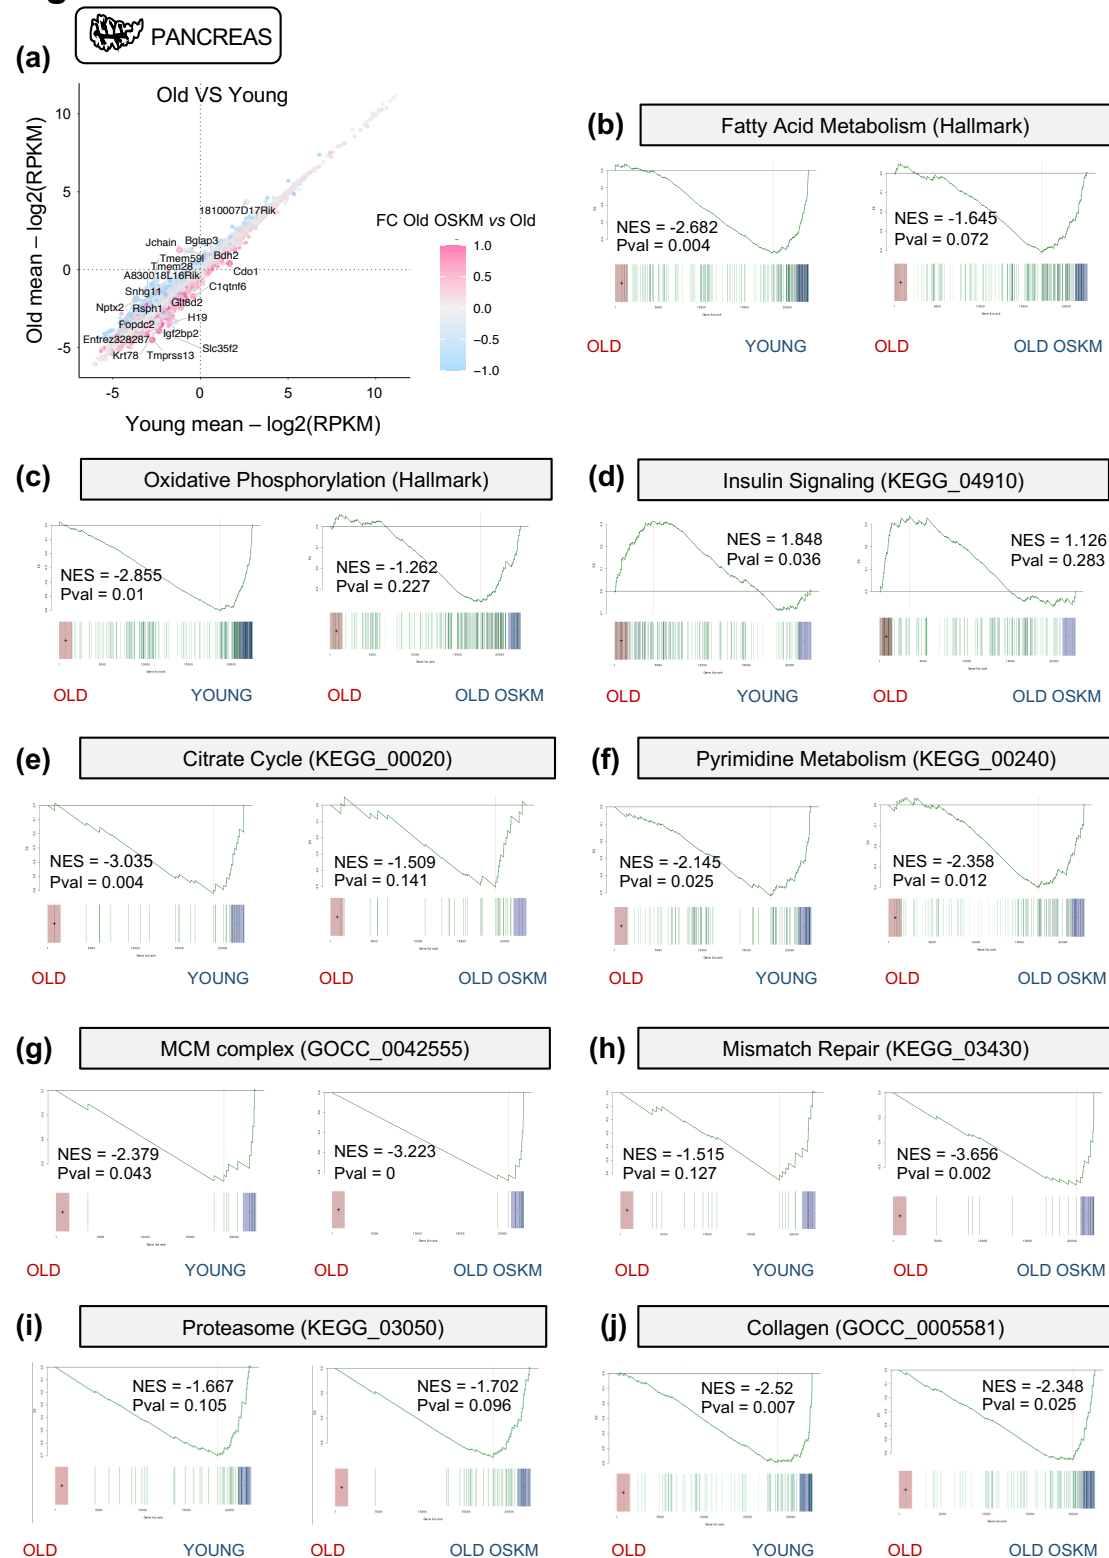

## FIGURE S2.

**Transcriptional rejuvenation in old-OSKM pancreas.** (a) Representation of all DEGs in old *versus* young samples colored by their alteration of expression induced by OSKM: OSKM-upregulated genes are depicted in pink and OSKM-downregulated genes are depicted in blue, while the names of the top ten genes, either upregulated or downregulated with aging, are also depicted (b) Enrichment analysis based on ROAST (Efron & Tibshirani, 2007; Wu et al., 2010) was performed comparing young *versus* old, and old *versus* old-OSKM pancreas. Old mice are 55 weeks of age. The following processes are depicted: (b) Fatty Acid Metabolism (Hallmark), (c) Oxidative Phosphorylation (Hallmark), (d) Insulin Signaling (KEGG\_04910), (e) Citrate Cycle (KEGG\_00020), (f) Pyrimidine Metabolism (KEGG\_00620), (g) MCM complex (GOCC\_0042555), (h) Mismatch Repair (KEGG\_03430), (i) Proteasome (KEGG\_03050), (j) Collagen (GOCC\_0005581). Statistical significance was evaluated using Komolgorov-Smirnov test.

**Figure S3**

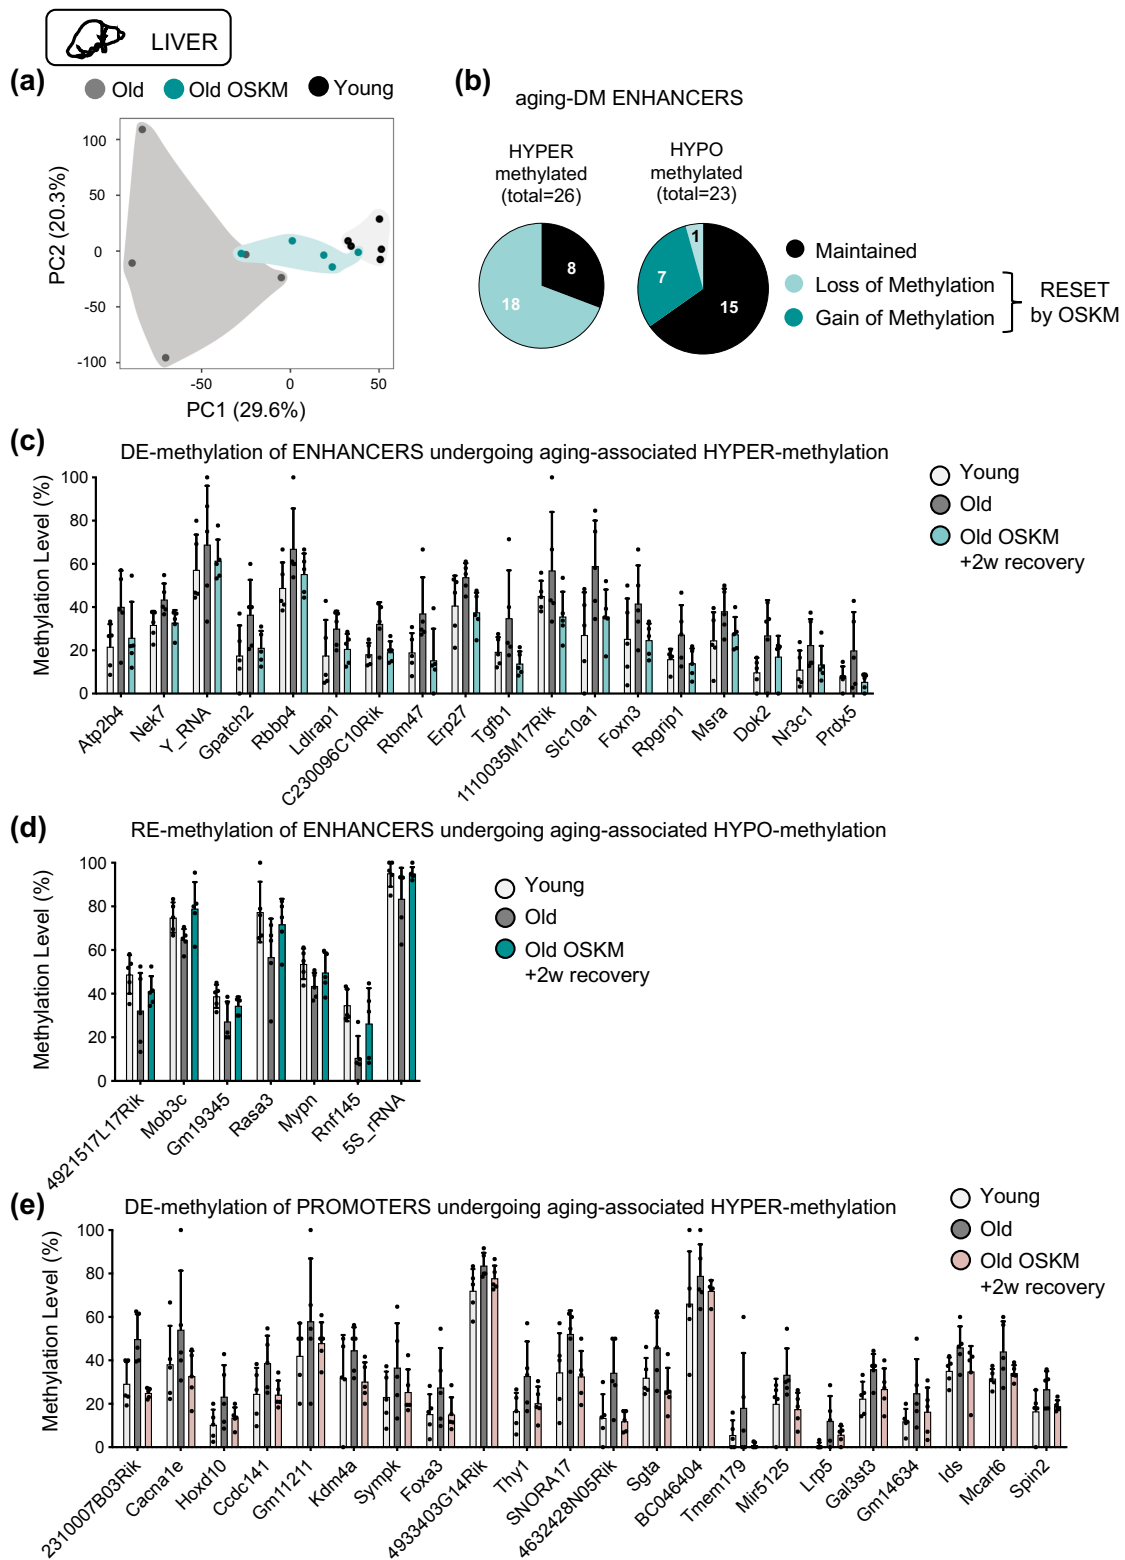

# Figure S3

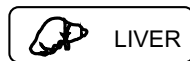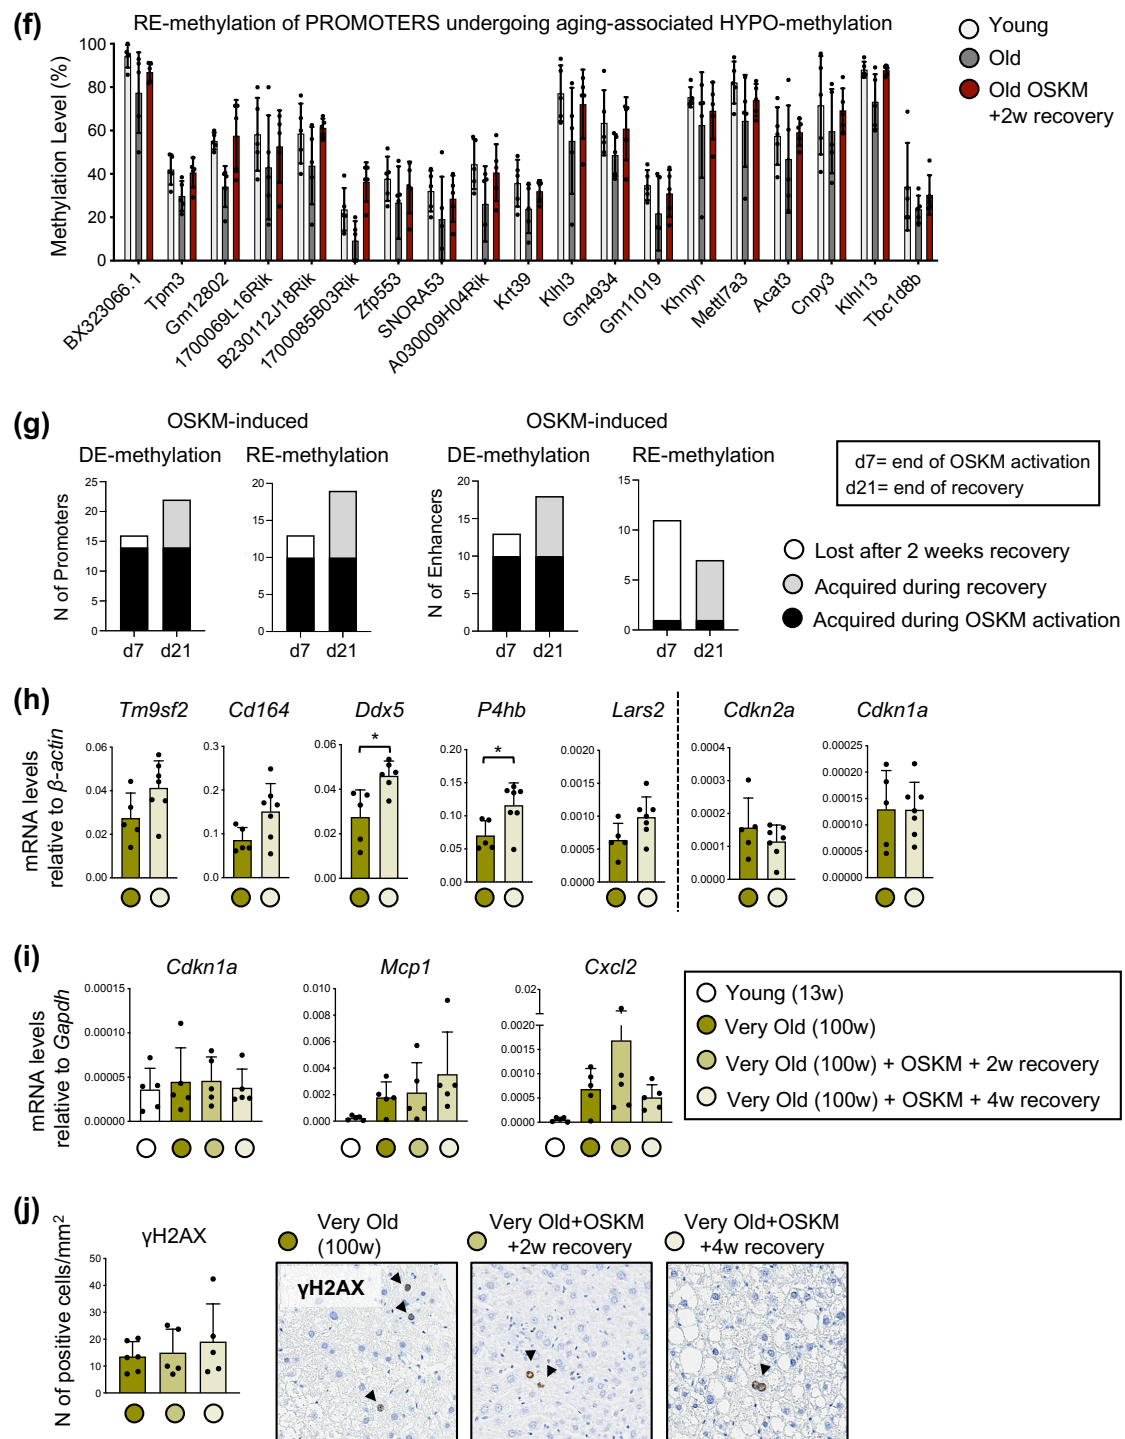

### FIGURE S3.

**Old livers present rejuvenated features after transient OSKM reprogramming.** (a) PCA of aging-associated DM enhancers in young, old and old-OSKM livers. Old mice are 55 weeks of age. (b) DM enhancers are classified into hyper- and hypomethylated during aging, and shown is the subset of these enhancers that alters their methylation profile due to transient OSKM activation. (c) A group of gene enhancers with gain of methylation undergoing aging-associated hypomethylation. (d) A set of gene enhancers with loss of methylation levels undergoing aging-associated hyper-methylation. (e) A set of gene promoters with decreased methylation levels after transient OSKM activation undergoing aging-associated hypermethylation in liver. (f) A group of gene promoters with gain of methylation undergoing aging-associated hypomethylation in liver. (g) The methylation status of aging-hypermethylated or hypomethylated promoters and enhancers that were found above to be OSKM-demethylated or remethylated respectively was evaluated directly after OSKM cessation (day 0 post-recovery) and 14 days post-recovery in the liver samples. (h) The expression of global aging genes identified by mouse Aging Cell Atlas(Zhang et al., 2021), as well as p16 (*Cdkn2a*) and p21 (*Cdkn1a*) expression was evaluated in very old livers (100 weeks; group 2 consists of 5 wild-type mice as control and 7 reprogrammable mice activating OSKM for 1 week and 4 weeks of recovery). (i) p21 (*Cdkn1a*), *Mcp1* and *Cxcl2* expression in the liver of young (13 weeks) and very old (100 weeks; group 1) mice. (j) Immunohistochemistry of  $\gamma$ H2AX in the liver of very old (100 weeks) mice. Statistical significance was evaluated using one-way ANOVA with Tukey's multiple comparison method, and comparisons are indicated as \*P < 0.05, \*\*P < 0.01 and \*\*\*P < 0.001. Bars in c-f and h-k represent the standard deviation (SD) of the data.

Figure S4

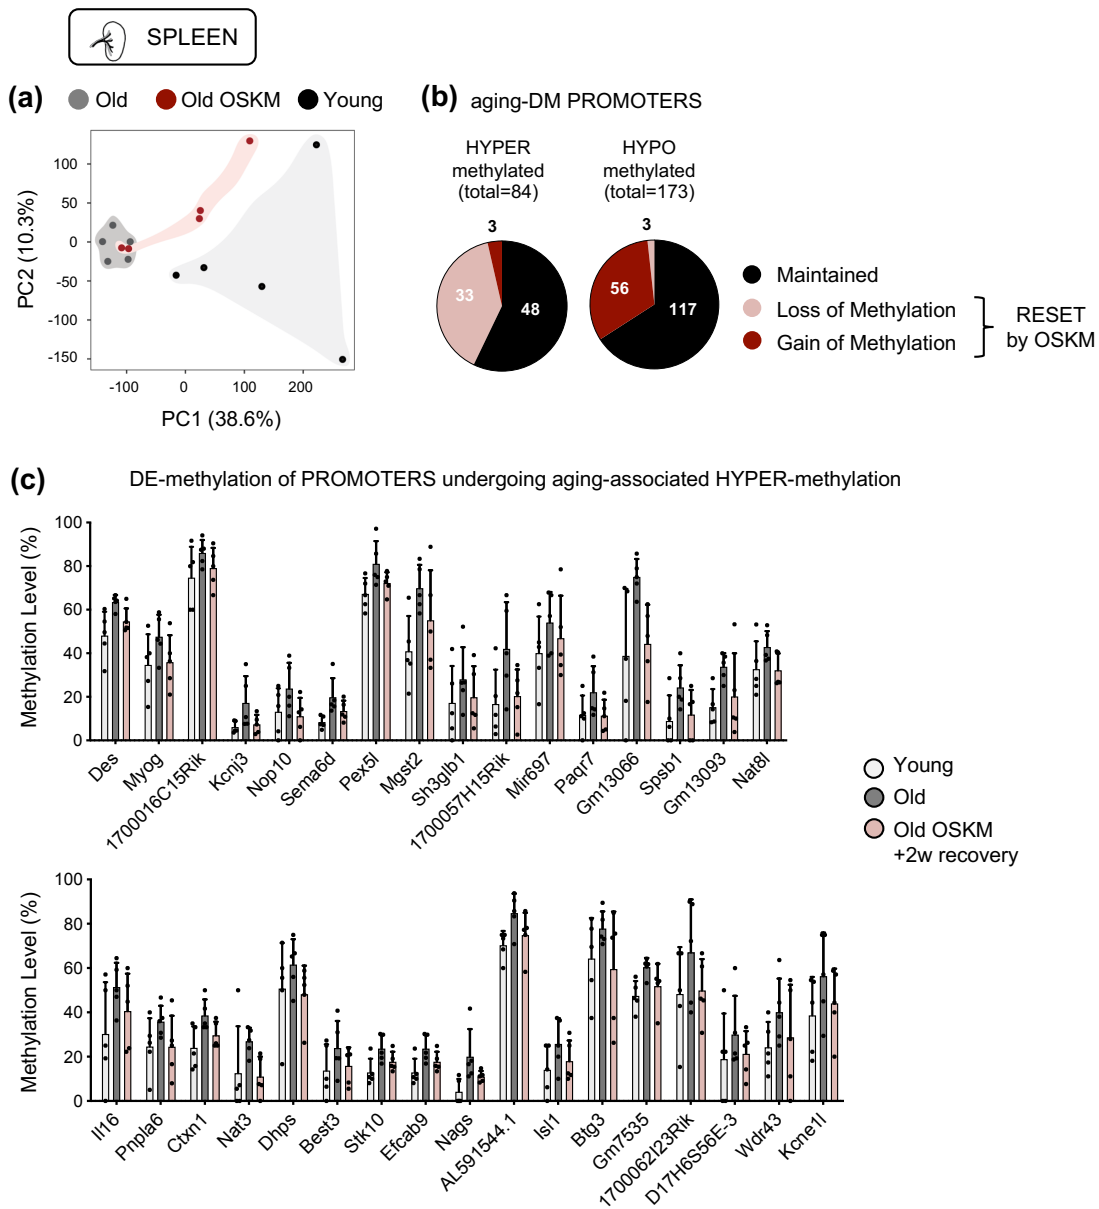

Figure S4

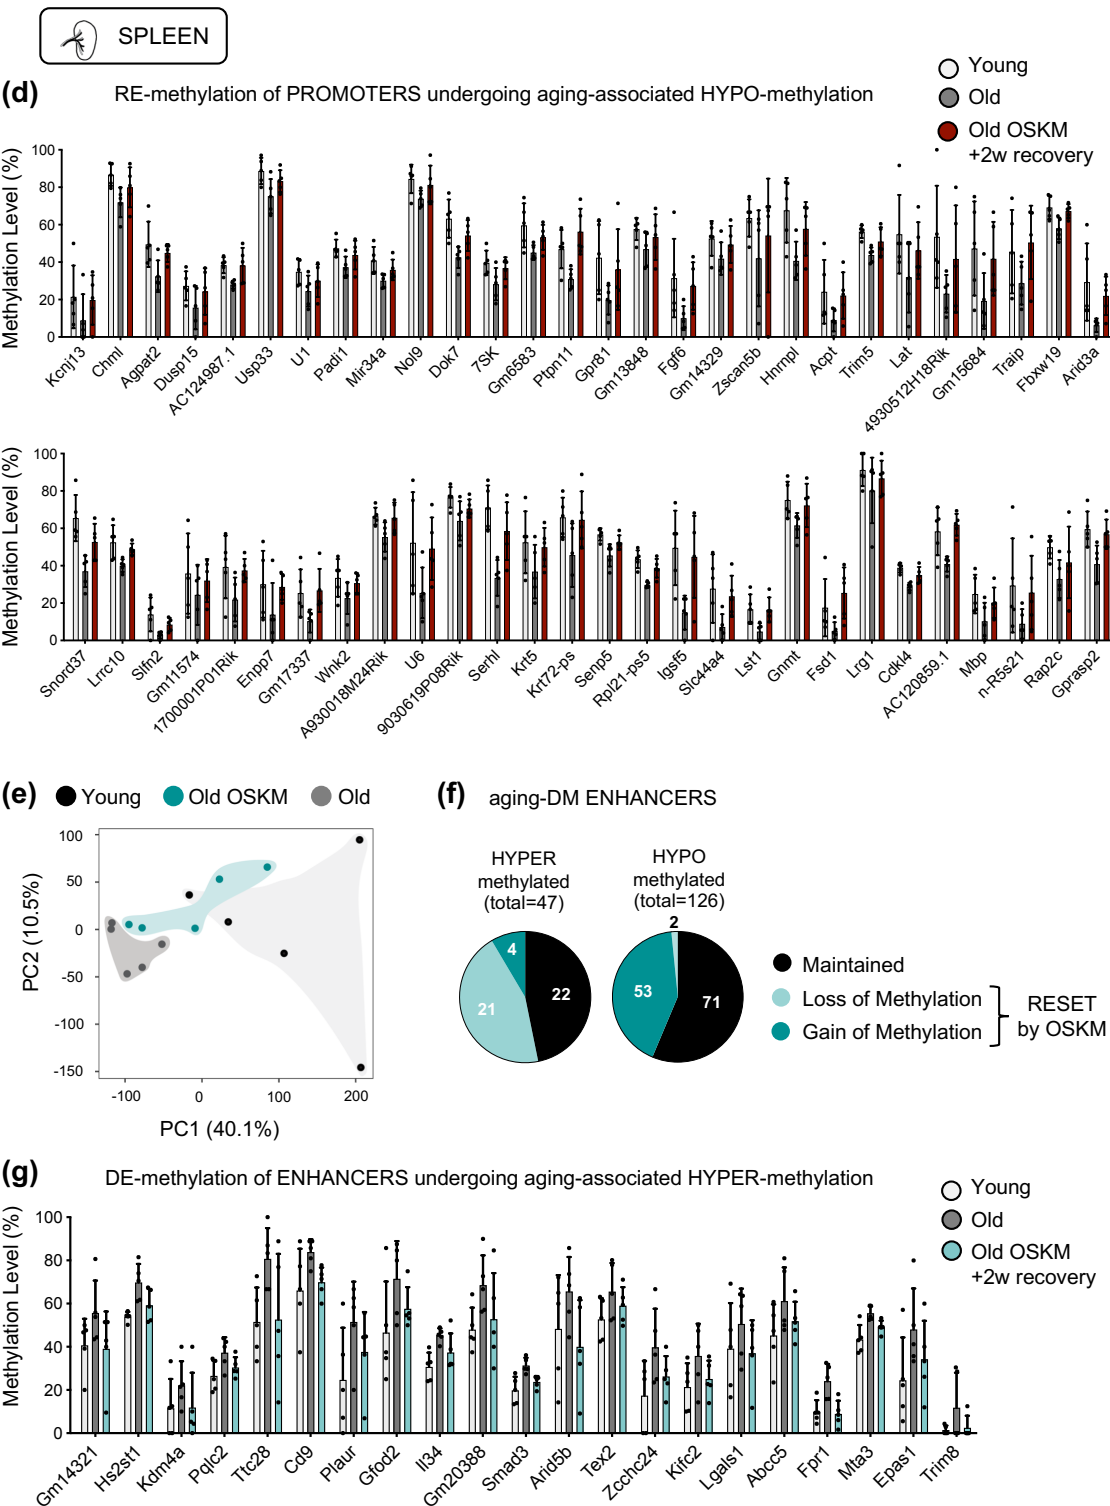

Figure S4

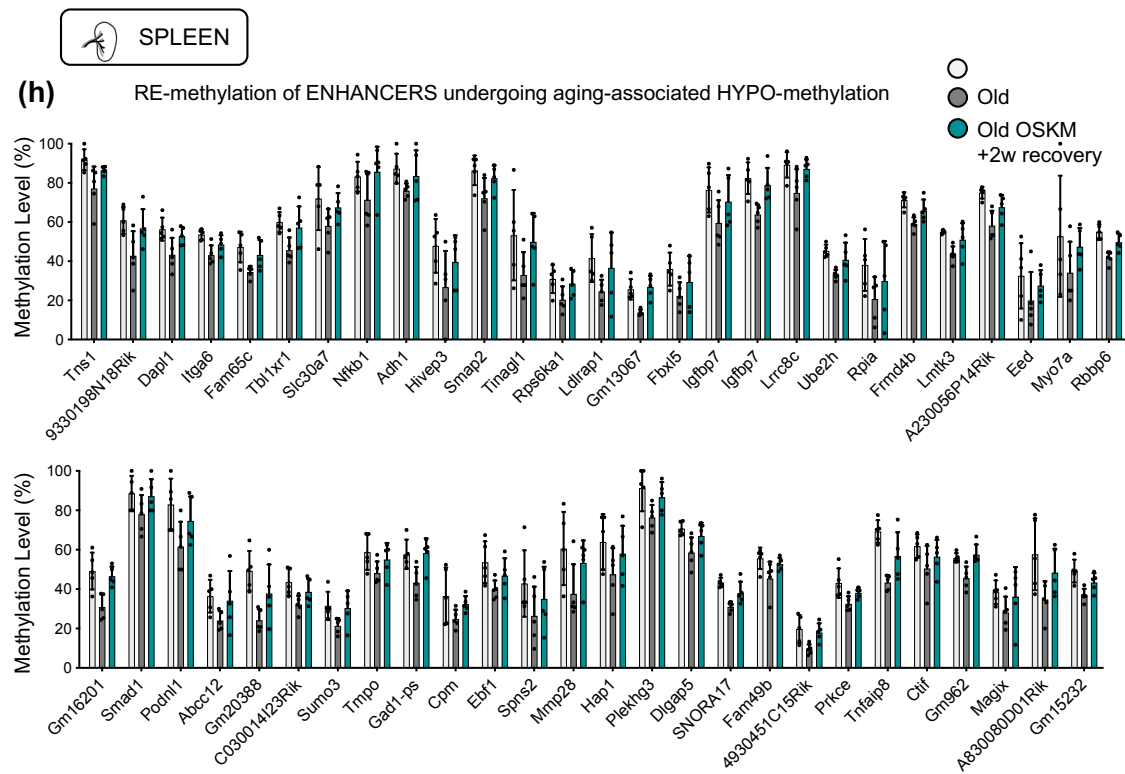

**(i)** AGING SIGNATURE  
from mouse Aging Cell Atlas

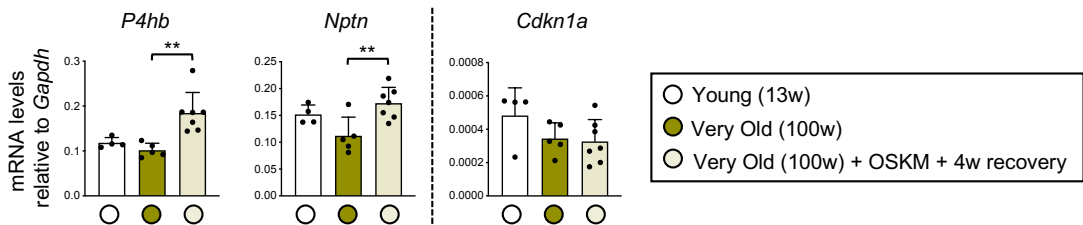

#### **Figure S4.**

**Evidences of OSKM-induced rejuvenation in haemopoietic cells.** (a) Principal Component Analysis (PCA) of aging-related differentially methylated (DM) promoters of young, old and old-OSKM spleens. (b) DM promoters are classified into hyper- and hypo-methylated during aging, and shown is the number of these promoters that alter their methylation profile due to transient OSKM activation. (c) A set of gene promoters with decreased methylation levels after transient OSKM activation undergoing aging-associated hypermethylation in spleen. (d) A group of gene promoters with gain of methylation undergoing aging-associated hypomethylation in spleen. (e) PCA of aging-associated DM enhancers of young, old and old-OSKM spleen. (f) DM enhancers are classified into hyper- and hypo-methylated during aging, and shown is the subset of these enhancers that alters their methylation profile due to transient OSKM activation. (g) A group of gene enhancers with loss of methylation undergoing aging-associated hypermethylation. (h) A set of gene enhancers with gain of methylation undergoing aging-associated hypomethylation. (i) The expression of global aging genes identified by mouse Aging Cell Atlas (Zhang et al., 2021), as well as p21 (*Cdkn1a*) expression was evaluated in very old spleens (100 weeks; 5 wild-type mice as control, 7 reprogrammable mice activating OSKM for 1 week and recovering for 4 weeks) compared to young (13 weeks; n= 4) control spleens. Bars in c-d and g-i represent the standard deviation (SD) of the data.

Figure S5

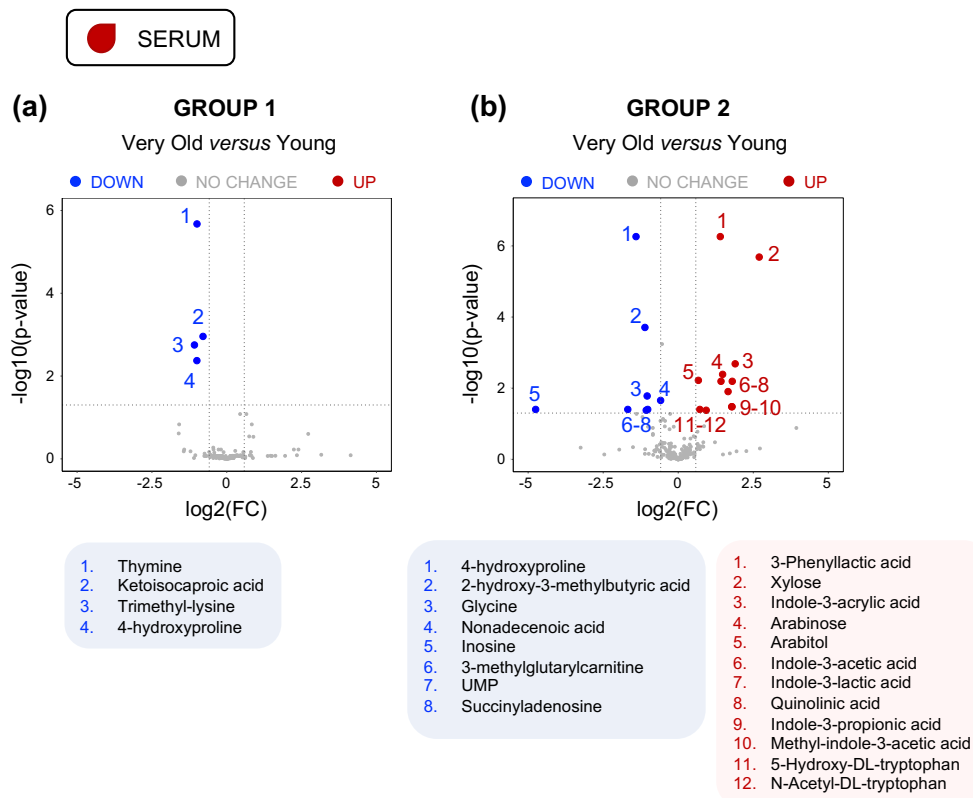

**FIGURE S5. Metabolomic analysis in the serum of very old-OSKM mice.** (a) Volcano plot depicting the differentially present metabolites (fold change > 1.5 and adjusted  $p$ -value < 0.05) in the serum of very old (100 weeks,  $n=6$ ) *versus* young (13 weeks,  $n=3$ ) female mice as *Group 1*, and (b) as *Group 2* consisting of very old mice (100 weeks,  $n=6$ ) *versus* young (15 weeks,  $n=5$ ) female mice. Independent metabolomic analyses have been performed for the two different cohorts of mice. Statistical significance was evaluated using a non-parametric linear mixed-effect model. Comparisons are indicated as \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

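Gene expression was measured by RNA sequencing in the pancreas of 13 female mice, 4 young, 5 old and 4 old-OSKM, with one library per mouse. The values used are the deposited log2 RPKM per Entrez gene, which the authors estimated with Casper after alignment with STAR to mm10, and then quantile normalized. They were used as deposited, on the log2 scale, without a pseudocount and without a filter on low values, for all 23366 genes. The paper's methods state one general number of reads obtained per sample. The table gives neither counts nor the read total of each sample, so the counting error of each value is unknown, and the paper's correction by the total number of reads is not part of the values. Gene positions were taken from the GRCm38.p6 annotation, the same assembly as mm10.

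The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with all 3 groups in one fit and no covariate. The 3 contrasts were old minus young, old-OSKM minus old and old-OSKM minus young. Genes were called at a fold change over 1.5 and a raw p under 0.01, and Benjamini-Hochberg adjusted p-values under 0.05 were counted beside them. The share of aging-DEGs moved back is the share whose difference between old-OSKM and old mice has the sign opposite to that between old and young mice. Its level without any effect was taken from 100 simulations with normal noise of each gene's residual variance, from random regroupings of the old and old-OSKM mice (100 of the 126 possible), and from genes chosen on some old mice and measured against the others. Nearly constant low values, with a group mean below -1 and all mice of the group within 0.1 of each other, were counted after the data were seen.

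Scores were computed for 13 gene sets, whose members were listed by hand from general knowledge of the pathways, because the collections that the paper used were not used here. Scores were compared by two-sided exact permutation tests over all splits of the mice of both groups, and adjusted over 26 tests. The 12 lists of cell-type markers (acinar, duct, islet beta, islet alpha and delta, B and plasma cell, T cell, macrophage, fibroblast and stellate, endothelial, adipocyte, proliferation, and erythroid and blood) were also listed in advance, and a list of 25 liver genes was added after the data were seen. The genes named in the text are those that the paper labels in Figure 2b or names in connection with expression or methylation, the factors of the cassette, the aging-DEGs with the largest changes whose old and young values do not overlap, and the members of each gene set with the smallest raw p. Cobl, Kcnma1, Pou3f4 and Hoxd9 were added to them after their values were seen. Not every gene under this rule is discussed.

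Alternatives covered a repeated quantile normalization, centring on the median of each sample, filters on low values, pseudocounts of 1 and 0.1, the 2 groups alone in the fit, trend and robust eBayes, the run of sample identifiers as a covariate, other definitions of aging-DEGs, other ways of scoring and testing gene sets (camera with a preset correlation of 0.01, camera with an estimated correlation, and fry), and each mouse left out in turn. A per-sample covariate recovered from the group means of Table S4 was added after the data were seen.

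The fit was tested on simulated data with 23366 genes, of which 200 were changed: 187 of these were called, and 79 of the unchanged genes (0.341%) were called as well. In simulated scores, 10 of 10 shifted sets and 5 of 100 unchanged sets had a p under 0.05. Recovering a covariate from group means was checked the same way on 1139 genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The methylation, metabolomic and qRT-PCR experiments of the paper, and its pattern analysis with gaga, were not analysed here, apart from the tabulated methylation differences that were set against expression.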

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

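The tests of explanations in this part were all chosen only after the results were seen. In each group of 4 or 5 mice, the gap between the highest or lowest mouse and its nearest neighbour was divided by the range of the group and compared with Dixon's critical value. Of 204 groups tested, 15 passed, where 10.2 would be expected by chance, so chance alone gives about this many.

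Young mouse JCX1158 had a high level of liver transcripts, which the paper does not report on. Its log2 RPKM of Alb was 5.36, with 1.24 in the next mouse and a median of -0.29 in the others, and Apoa1 was at 2.87 against a median of -3.07. Of the 24 other genes of a list of 25 liver genes, 23 were highest in this mouse, consistent with liver tissue in the sample. The mean of the list was 2.14 in this mouse and at most -0.778 in the others, in old mouse JCX1051, and 5 genes of the list had a level above 0 in other mice, so pancreas may express some of them. No liver gene of the list was among the 207 aging-DEGs. Without this mouse 280 genes passed the thresholds, 156 of them shared, which argues against liver tissue in this sample as the source of the number of aging-DEGs. Whether the transcripts come from tissue taken at dissection or from liver-like cells in the pancreas was not tested.

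Old-OSKM mouse JCX1025 was far above the other old-OSKM mice in B and plasma cell markers, at 0.602 with the nearest at -0.671 (gap over range 0.847). Its adipocyte markers were 1.86 above the median of the other mice on the log2 scale, its T cell markers 1.87, its proliferation markers 1.56, its B and plasma cell markers 1.54 and its macrophage markers 1.46, each the highest of the 13 mice, which is consistent with lymphoid and fat tissue in the sample. Its islet beta and islet alpha and delta markers were the lowest of the 13 mice, at -1.02 and -0.755 relative to the median of the others. The design gives no biological condition that sets this mouse apart from the other old-OSKM mice, so no biological explanation was tested. The MCM score difference between old-OSKM and old mice was 1.26 without this mouse, which argues against the mouse as the only source of that difference. Old mouse JCX1000 was the highest old mouse in B and plasma cell markers, at -0.0769 with the nearest at -0.767 (0.746).

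Old-OSKM mouse JCX1011 was at -0.97 on the covariate recovered from Table S4, with the nearest old-OSKM mouse at 0.09 (gap over range 0.907), and its duct markers were at 1.43 with the nearest at 1.11 (0.926). With the covariate in the model and without this mouse, the share of aging-DEGs moved back was 63.5%, against 90.3% with the covariate in all mice. Without this mouse, 36 of the 56 splits of the other old and old-OSKM mice, the actual one included, gave a share as large with the covariate, and the other splits averaged 70% (49.1% to 90.2%), so the share without it is within what regrouped mice give. An effect of this mouse on the share cannot be told apart from the change in the genes chosen, since 50 of the 200 aging-DEGs without it were among the 207, or from the loss of a sample. The age differences of the proteasome, NADPH regeneration and citrate cycle scores that pass with the covariate also passed without this mouse, at -0.688 or further from 0, which argues against this mouse as their cause. For fatty acid oxidation and oxidative phosphorylation the differences were -0.296 and -0.307 without it and no longer passed, and an effect of this mouse cannot be told apart from the loss of a sample. A difference in sequencing depth of this mouse stays open, since read totals were not used here. The sign of the covariate is arbitrary, so it cannot tell more reads from fewer.

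The other distant mice concern single values, and no explanation was tested for them. Young mouse JCX1155 was lowest in the fatty acid oxidation score, at -0.392 with the nearest at 0.203 (0.832). Young mouse JCX1163 was apart in 3 genes, lowest in Rsph1 (0.844) and highest in Mcm5 (0.934) and Dhodh (0.847). Old mouse JCX1002 was also apart in 3, lowest in Glt8d2 (0.726) and Igf2bp2 (0.893) and highest in Slc35f2 (0.969). Old mouse JCX1000 was highest in Rsph1 (0.961), old mouse JCX1003 lowest in Acaa2 (0.73) and old-OSKM mouse JXC384 lowest in Pou5f1 (0.866). Old mouse JCX1001 was lowest in Pou3f4 (0.726), where the 5 old values spanned only 0.0433.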

How the results depend on the processing

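Apart from the recovered covariate, and its use without mouse JCX1011, which were chosen only after the results were seen, all alternatives were set before the data were examined. No paired analysis was possible because the groups are different animals and share no replicate numbers. The cause of a change was not tested, except where fewer genes or fewer mice are part of the alternative. What the depth limits was not measured here, since the values carry no counts.

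A repeated quantile normalization, centring on sample medians, the 2 compared groups alone, trend and robust eBayes, and mTOR and insulin sets without Ins1 and Ins2 kept the direction and the side of the threshold, or a count within 1.5 times, for the gene counts, gene-set scores, share and position that they apply to; among single genes, the 2 compared groups alone made 3 calls weaker and 2 stronger. The age definition by adjusted p also kept the share moved back within its spread. The rho of methylation and expression over all regions was -0.16 to -0.13 across the normalizations and the recovered covariate, -0.14 in genes with a mean log2 value above 0 and -0.083 in promoters, each with a permutation p above 0.05, while in enhancers alone it was -0.26 with a permutation p of 0.026. Over all alternatives that keep every mouse, 49 of 706 values of single genes changed in their call, 42 weaker and 7 stronger.

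Among genes with a mean log2 value above 0, which tests fewer genes, there were 44 aging-DEGs, 32 of them shared, 11 genes with an adjusted p under 0.05 by age, 35 OSKM genes, 0 with an adjusted p under 0.05 (722 unadjusted) and 19 genes between old-OSKM and young mice, and the share moved back was 97.7%. The age difference was weaker for the MCM complex (-0.326), mismatch repair (-0.252) and insulin signaling (0.161), and stronger for the proteasome (-0.476), NADPH regeneration (-0.293) and the citrate cycle (-0.333). With OSKM, mismatch repair (0.568) and insulin signaling (-0.204) were weaker. Among genes above an RPKM of 0.1, 0 genes had an adjusted p under 0.05 with OSKM (1657 unadjusted). With a pseudocount of 1 there were 16 aging-DEGs, 2 OSKM genes, 0 with an adjusted p under 0.05 (1988 unadjusted) and 8 between old-OSKM and young mice, the share was 100% and the insulin signaling difference by age was 0.138 and weaker. With a pseudocount of 0.1 the numbers were 116, 77, 0 (2130 unadjusted) and 76, and the share was 94%. A pseudocount shrinks differences of weakly expressed genes by its own construction.

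With the run of sample identifiers as a covariate, 11 genes had an adjusted p under 0.05 by age and 0 with OSKM (1607 unadjusted), the share was 85.3% and the position on the first component 40.7%. The recovered covariate gave 40 and 0 such genes (1498 unadjusted with OSKM) and a position of 41% on values corrected for it. Under it the age difference was stronger for the proteasome (-0.751), fatty acid oxidation (-0.496), NADPH regeneration (-0.465), the citrate cycle (-0.362) and oxidative phosphorylation (-0.402), and the difference with OSKM for pyrimidine metabolism (0.218), while H19 (-0.388) and Klf4 (-0.176) reversed with OSKM. With the covariate and without mouse JCX1011, 1 gene had an adjusted p under 0.05 by age, and the share was 63.5%. Of the 200 aging-DEGs in that fit, 50 were among the 207. The collagen difference by age, -0.751 with the covariate in all mice, was -0.408 (exact permutation p = 0.063) and no longer passed.

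The share moved back was 68.6% with aging-DEGs chosen on 2 old mice and measured against the other 3, 67.2% the other way round, and 83.8% with a fold change over 1.2 and a raw p under 0.05. The position on the first component was 41.4% with scaled genes. Over all genes with a mean log2 value above 0 it was 231%, where old and young mice are not separated on that component, so this value says nothing about the position.

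Without the correction for the score of all genes, differences by age were weaker for mismatch repair (-0.196) and pyrimidine metabolism (-0.143) and reversed for oxidative phosphorylation (0.0396). With OSKM, DNA replication (0.535) and mismatch repair (0.412) were weaker, and fatty acid oxidation (-0.0897), NADPH regeneration (-0.134), pyrimidine metabolism (-0.116), the citrate cycle (-0.379) and oxidative phosphorylation (-0.536) reversed. In each set that reversed with OSKM, old-OSKM mouse JCX1011 had the lowest uncorrected score of all mice. With z-scores over the 2 groups alone, the MCM complex (-0.87) and pyrimidine metabolism (-0.17) were weaker and oxidative phosphorylation (0.0792) reversed by age, and DNA replication (0.709) was weaker with OSKM.

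The tests of limma for gene sets gave p-values in place of score differences. Under camera with its preset correlation, by age, mismatch repair (0.11), pyrimidine metabolism (0.058) and insulin signaling (0.16) were weaker, the proteasome (0.010) and fatty acid oxidation (0.015) stronger, and oxidative phosphorylation (0.85) reversed. With OSKM, mTOR signaling (0.069) was weaker, base excision repair (0.0060) and the proteasome (0.042) stronger, and the citrate cycle (0.29), oxidative phosphorylation (0.0052) and insulin signaling (0.91) reversed. Under camera with an estimated correlation, by age, DNA replication (0.25), the MCM complex (0.072), mismatch repair (0.43), pyrimidine metabolism (0.43) and insulin signaling (0.059) were weaker and oxidative phosphorylation (0.97) reversed. With OSKM, mTOR signaling (0.082), DNA replication (0.099) and mismatch repair (0.098) were weaker, and the citrate cycle (0.74), oxidative phosphorylation (0.60) and insulin signaling (0.87) reversed. Under fry, by age, DNA replication (0.35), the MCM complex (0.095), mismatch repair (0.54) and pyrimidine metabolism (0.61) were weaker, and the citrate cycle (0.99) and oxidative phosphorylation (0.92) reversed. With OSKM, DNA replication (0.19) and mismatch repair (0.23) were weaker, and fatty acid oxidation (0.71), NADPH regeneration (0.70), pyrimidine metabolism (0.63), the citrate cycle (0.40) and oxidative phosphorylation (0.37) reversed. The 4 stronger calls of the preset correlation did not hold under the estimated correlation or fry.

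Across the 13 fits that each left out one mouse, aging-DEGs ranged from 175 to 280 (highest without young mouse JCX1158) and genes with an adjusted p under 0.05 by age from 5 to 29 (lowest without young mouse JCX1155). OSKM genes ranged from 94 to 338, with 94 without JCX1025, 284 without JXC384 and 338 without JCX1027, and those with an adjusted p under 0.05 from 0 to 4 (1037 to 3849 at an unadjusted p under 0.05). Genes between old-OSKM and young mice ranged from 121 to 253 (highest without JCX1027), the share moved back from 82 to 90.3% and the position on the first component from 29.4 to 47.1%.

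In the same fits, the score difference by age ranged from -0.142 to 0.045 for Citrate cycle, from -0.463 to -0.31 for DNA replication, from 0.112 to 0.174 for Insulin signaling, from -0.931 to -0.505 for MCM complex, from -0.281 to -0.131 for Mismatch repair, from -0.156 to 0.00736 for NADPH regeneration, from -0.136 to 0.0993 for Oxidative phosphorylation, from -0.453 to -0.219 for Proteasome and from -0.201 to -0.138 for Pyrimidine metabolism. Insulin signaling no longer passed in 6 of these fits. DNA replication and pyrimidine metabolism were weaker only without JCX1011, and the proteasome stronger only without JCX1163. Oxidative phosphorylation reversed without JCX1011, JCX1158 or JCX1003, and NADPH regeneration and the citrate cycle without JCX1158. The score difference with OSKM ranged from 0.264 to 0.577 for Base excision repair, from 0.614 to 1.12 for DNA replication, from -0.176 to -0.124 for Insulin signaling, from 0.579 to 1.06 for Mismatch repair, from -0.0965 to 0.465 for Oxidative phosphorylation and from 0.137 to 0.337 for Pyrimidine metabolism. Insulin signaling no longer passed in 5 of these fits and mismatch repair in 4. Oxidative phosphorylation reversed without JCX1025. mTOR signaling and collagen kept their calls in all 13 fits in both comparisons, and so did the MCM complex with OSKM.

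Single genes whose difference with OSKM changed sign in one or more of these fits ranged from -0.0318 to 0.0624 for Acaa2, from -0.115 to 0.83 for Ccl8, from -0.391 to 0.419 for H19, from -0.275 to 0.052 for Kcnma1, from -0.18 to 0.191 for Klf4, from -0.249 to 0.0121 for Myc, from -0.0499 to 0.436 for Pou5f1, from -0.0251 to 0.0448 for Psmd4 and from -0.124 to 0.242 for Sox2.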

Differences from the paper's values

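The values compared with the paper were the number of aging-DEGs, the variance of 2 components and the log2 fold changes by age of 18 named genes in Table S4. The number and the percentages were each within 1.5 times the paper's, and none of the 18 fold changes differed in sign or by more than the larger SD of the 2 groups. Table S4 could be read only in part. Over the 1139 genes of that part, the fold changes without the covariate had the paper's sign, and 7 differed by more than that SD. The largest difference was 0.697 on the log2 scale, with a Pearson's r of 0.881 across these genes. With the covariate recovered from that table, chosen after the values were seen, the largest difference was 6.6e-06. The paper's number of aging-DEGs is 217, and 207 were found here without the covariate. With the covariate recovered from Table S4, chosen after the values were seen, 217 were found. Among the alternatives set before the data were examined, a filter on genes with a mean log2 value above 0 (44 genes) and pseudocounts of 1 (16 genes) and 0.1 (116 genes) departed from the paper's number, and the others did not. The first and second components of Figure 2a show about 53% and about 13% of the variance, read by eye, and were at 56.1% and 9.84% here. With the genes found under the covariate, chosen after the values were seen, they were at 53.2% and 13.2%. On that first component, from deposited values, the old-OSKM mice lay at 34.4% ± 16 (SD, n = 4) of the way from old to young. Mouse JCX1011 lay at 10.7% there, near the highest old mouse at 8.35%.

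The paper states that base excision repair, fatty acid oxidation, NADPH, tricarboxylic acid cycle and oxidative phosphorylation gene sets are reduced in old mice and restored by OSKM, and that protein homeostasis is improved by OSKM, for which Figure S2i shows the proteasome set. With the sets listed here the age differences had that direction but did not pass an exact permutation p of 0.05. The differences by OSKM were positive and did not pass either, and neither did that of pyrimidine metabolism by OSKM. Some settings called these sets. With the covariate recovered from Table S4, chosen after the values were seen, the age difference passed for the proteasome (-0.751), fatty acid oxidation (-0.496), NADPH regeneration (-0.465), the citrate cycle (-0.362) and oxidative phosphorylation (-0.402), and that of pyrimidine metabolism by OSKM passed (0.218). With only genes of a mean log2 value above 0, set before the data were examined, the proteasome (-0.476), NADPH regeneration (-0.293) and the citrate cycle (-0.333) passed by age. With camera and its preset correlation, also set before, the proteasome (p = 0.010) and fatty acid oxidation (p = 0.015) passed by age, and base excision repair (p = 0.0060) and the proteasome (p = 0.042) by OSKM. The same setting called oxidative phosphorylation lower with OSKM (p = 0.0052), against the paper's direction, and the 4 calls in the paper's direction did not hold under camera with an estimated correlation or under fry. Without young mouse JCX1163 the proteasome passed by age (-0.453). Without old-OSKM mouse JXC384, base excision repair (0.577) and pyrimidine metabolism (0.337) passed by OSKM. Pyrimidine metabolism also passed by OSKM without JCX1011 (0.315).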

Other observations

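Apart from the regroupings of mice for the 7 results listed first, and the share with genes chosen on other old mice, the tests in this part were chosen only after the results were seen. Each count below includes the actual grouping.

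Of 100 splits of the old and young mice, 1 gave as many aging-DEGs as the actual groups, and 1 gave as many genes with an adjusted p under 0.05. For OSKM genes, 3 of 100 splits of the old and old-OSKM mice gave as many as the actual groups. For genes with an adjusted p under 0.05 between old-OSKM and old mice, 30 of 100 did, so that the call of Hoxd9 is no more than regrouped mice often give. Between old-OSKM and young mice, 146 genes passed the thresholds (106 higher, 40 lower), 10 with an adjusted p under 0.05, and 10 of the 35 splits of these mice gave as many genes. For the share of aging-DEGs moved back, 2 of 100 splits gave a share as large, and for the position of old-OSKM mice on the first component 5 of 100 did, so the position alone is within what regrouped mice give. With the recovered covariate, 1 of 100 splits gave as many aging-DEGs, 4 of 100 as many OSKM genes and 2 of 100 as large a share. Of 100 random assignments to the 3 groups, 2 gave as many genes with old mice apart from the other groups, 6 as many with young mice apart and 7 as many with old-OSKM mice apart.

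Old mice shared by both comparisons raise the share moved back. With genes chosen on other old mice than those of the OSKM comparison, the share was 67.2% instead of 87.9%, so the old mice in common may account for much of the excess over an even split. They are unlikely to be the whole cause, since 1 of 100 regroupings, the actual one, reached this share with genes chosen on other old mice. Recovery of the age difference was 19% on average with such genes, against -0.054% on average in regrouped mice. In a simulation with the observed age differences and no change by OSKM, the share with all old mice was 71.8% (67.1% to 75.5%) and the recovery 16.3%, but 673 genes were called on average instead of 207, so these are not the levels for the 207 genes. Among genes with a mean log2 value above 0 the share was 84.8% over the 10 ways of choosing the old mice, from 70.7% to 96%, with 22 to 42 genes each. An effect of doxycycline itself was not tested and stays open, since the labels give doxycycline to the old-OSKM mice only.

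Several of the clearest age differences changed little with OSKM. Cobl differed by 1.57 with age and -0.13 with OSKM, Kcnma1 by 1.45 and -0.05, and Pou3f4 by -0.73 and -0.07 on the log2 scale. The 5 old values of Pou3f4 spanned only 0.0433 at a mean of -3.17, so its differences are not measured folds. These 3 genes were chosen after their values were seen.

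Markers of fibroblasts and stellate cells were lower in old than in young mice by -0.60 on average and higher in old-OSKM than in old mice by 0.75, in 15 of 15 genes. The collagen score rose along with them. A lower share of acinar cells would raise the markers of every other cell type alike. Fibroblast markers changed by 1.22 more than islet beta markers on average over the 4 old-OSKM mice, the largest gap among the marker lists. The gap was -0.00495 for macrophage and -0.0664 for adipocyte markers, which rose about as much as fibroblast markers. The uneven change argues against a lower share of acinar cells as the whole cause, but not as a part of it. Fat tissue in the samples is also unlikely to be the whole cause, since the collagen score still differed by 0.555 with the adipocyte score in the model. A larger share of fibroblasts is a candidate explanation, because the 12 fibroblast markers outside the collagen set rose by 0.708 on average, all 12 of them. With the fibroblast score in the model, the age difference of the collagen score remained past the threshold and that by OSKM did not. A higher expression of collagens within each fibroblast stays open, as does an effect of OSKM on either.

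Over the remaining marker lists, the mean log2 difference with age and with OSKM was 0.03 and -0.06 for acinar, -0.19 and 0.12 for duct, 0.17 and -0.48 for islet beta, and 0.08 and -0.29 for islet alpha and delta markers. For B and plasma cell markers it was 0.76 and 0.26, for T cell markers 0.34 and 0.49, and for macrophage markers -0.15 and 0.75. Endothelial markers gave -0.30 and 0.31, adipocyte markers -0.24 and 0.81, proliferation markers -0.20 and 0.52, and erythroid and blood markers -0.18 and 0.05. In all these lists except macrophage, the OSKM change varied more between the 4 old-OSKM mice (SD) than the size of its mean. The B and plasma cell and T cell means rested on mouse JCX1025. The other old-OSKM mice were at most at -0.671 and -1.88 there, within the old values. In proliferation markers JCX1025 was at -0.979 with the next at -1.93. In endothelial markers JCX1011 was at 1.67 with the next at 0.828.

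Cdkn1a differed by 0.92 between old and young mice (adjusted p = 0.761 from limma) and by -0.77 between old-OSKM and old mice (adjusted p = 0.547 from limma). Cdkn2a was between -2.64 and -2.54 in the means of the 3 groups, with the 5 old values between -2.71 and -2.61. Ccl8 differed by 1.86 with age and 0.53 with OSKM. After 2 weeks of recovery the genes of the cassette differed little between old-OSKM and old mice, with log2 differences of 0.10 for Pou5f1, 0.06 for Sox2, 0.04 for Klf4 and -0.12 for Myc. The deposited values do not separate transcripts of the cassette from those of the mouse genes. Of the 49 named genes in the table, 3 had a p under 0.05 between old-OSKM and old mice adjusted over the list alone and 0 adjusted over all genes tested, while 1885 of all genes had an unadjusted p under 0.05.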
